# A Naturally Associated Rhizobacterium of Arabidopsis thaliana Induces a Starvation-Like Transcriptional Response while Promoting Growth

**DOI:** 10.1371/journal.pone.0029382

**Published:** 2011-12-28

**Authors:** Jens Schwachtje, Silke Karojet, Ina Thormählen, Carolin Bernholz, Sabine Kunz, Stephan Brouwer, Melanie Schwochow, Karin Köhl, Joost T. van Dongen

## Abstract

Plant growth promotion by rhizobacteria is a known phenomenon but the underlying mechanisms are poorly understood. We searched for plant growth-promoting rhizobacteria that are naturally associated with *Arabidopsis thaliana* to investigate the molecular mechanisms that are involved in plant growth-promotion. We isolated a *Pseudomonas* bacterium (*Pseudomonas sp.* G62) from roots of field-grown *Arabidopsis* plants that has not been described previously and analyzed its effect on plant growth, gene expression and the level of sugars and amino acids in the host plant. Inoculation with *Pseudomonas sp.* G62 promoted plant growth under various growth conditions. Microarray analysis revealed rapid changes in transcript levels of genes annotated to energy-, sugar- and cell wall metabolism in plants 6 h after root inoculation with *P. sp.* G62. The expression of several of these genes remained stable over weeks, but appeared differentially regulated in roots and shoots. The global gene expression profile observed after inoculation with *P. sp.* G62 showed a striking resemblance with previously described carbohydrate starvation experiments, although plants were not depleted from soluble sugars, and even showed a slight increase of the sucrose level in roots 5 weeks after inoculation. We suggest that the starvation-like transcriptional phenotype - while steady state sucrose levels are not reduced - is induced by a yet unknown signal from the bacterium that simulates sugar starvation. We discuss the potential effects of the sugar starvation signal on plant growth promotion.

## Introduction

Sessile plants are generally associated with soil microorganisms. Interactions between plants and fungi or bacteria can be mutualistic and therefore beneficial for plant fitness. Mycorrhizal interactions with plants have been studied in great detail and extensive knowledge exists about the beneficial physiological and molecular interaction, and communication [1], [2], [3]. Likewise, interactions between plants and nitrogen-fixing bacteria are very well investigated. Best understood is the plant-bacterial interaction between legumes and rhizobia [4], [5], [6], [7], while increasing knowledge is being obtained on the association between nitrogen fixing bacteria and various graminaceous species [8], [9]. Moreover, various different examples of beneficial interactions between plants and so-called plant growth promoting rhizobacteria (PGPR) are described that are not directly involved in nitrogen fixation. These PGPR either colonize the rhizosphere (the area directly surrounding a root that is influenced by plant root exudates), the surface of plant roots (rhizoplane), or they grow inside roots (endophytic) [10], [11], [12], [13]. Currently, the nature of these interactions is much less understood.

Several mechanisms of growth promotion are discussed [14]. Some PGPR, like *Pseudomonas* spp. support plants to get better access to soil nutrients such as iron or phosphate [15], [16], others, such as *Phyllobacterium* sp. influence the plant's nitrogen metabolism [17]. Furthermore, the production of plant-like hormones by bacteria, such as auxin or gibberellins may affect growth [18], [19], as well as the enzymatic inhibition of plant ethylene synthesis by bacteria [20]. Several soil bacteria are identified to produce volatile compounds that enhance plant growth by unknown mechanisms [21]. Moreover, PGPR can increase tolerance to abiotic stresses, such as salt and drought [22]. Specific bacteria were identified that can have an important impact on plant performance by protecting them against pathogens; either directly via the production of antibiotics, or indirectly by induction of systemic resistance [23].

Many fundamental aspects about the interaction of plants with beneficial bacterial associates are still to be investigated in detail, for example, to what extent (primary) plant metabolism is altered by PGPRs and which transcriptional changes are induced by the beneficial interaction. Research focusing on these interactions has achieved more attention in recent years, for example, whole-genome microarrays were used to obtain insight into the long-term molecular answers of the plant to bacterial colonization [24], [25].

Valuable information about the growth promoting interaction between bacteria and plants was obtained from various studies, in which *Arabidopsis* was inoculated with PGPR isolated from various different crop species [24], [25], [26]. However, it cannot be excluded that mechanisms of plant-bacterial interaction exhibit species-specific characteristics. Some bacteria exert general growth promotion effects in several plant species, other bacteria only do so in interaction with their specific host plant [27]. So far, only a few rhizobacteria are known that are naturally associated with Arabidopsis roots, and none of these show positive growth effects or even act as pathogens (e.g. *Pseudomonas brassicacearum* [28], [29], *P. viridiflava* [30], [31], and *P. thivervalensis MLG45*, a species that elicits induced systemic resistance [32]). To study the complex plant-bacteria interactions that result in direct growth promotion of plants, PGPR that are naturally associated with the model plant Arabidopsis are most valuable. It is likely that specific interactions have been developed during long-term co-evolution, similar to the compatible and incompatible interactions between pathogens and plants [33], [34].

With the aim to identify Arabidopsis specific PGPR, we collected bacteria associated with roots from plants of a natural Arabidopsis population growing in the fields around Golm, NE-Germany. One of the isolates, *Pseudomonas sp.* G62, promotes growth of different Arabidopsis ecotypes under various growth conditions. To our knowledge, this is the first description of a rhizobacterium that is naturally associated with Arabidopsis roots and promotes plant growth directly and independent of induction of disease resistance. Furthermore, using whole genome microarrays, we studied differential gene expression 6 h after plant roots were treated with *Pseudomonas sp.* G62 bacteria. The bacteria induced significant changes in the expression of plant genes encoding gene products involved in primary C and N metabolism and parts of secondary metabolism. Comparison to other microarray experiments revealed that these changes resemble the transcriptional response of plants to carbon starvation. Quantitative real-time RT-PCR revealed that transcriptional changes persist for several weeks. The growth promotion is associated with increased levels of sucrose in roots. These results provide new insight into the molecular and biochemical responses of plants to the colonization by PGPR.

## Results

### *Pseudomonas sp.* G62 was isolated from roots of field-grown Arabidopsis plants and exhibits plant-hormone-related metabolism

Individual colonies were picked from a plate that was inoculated with the supernatant of a crude Arabidopsis Gol-1 extract of surface-sterilized roots. The colonies were repeatedly transferred to new sterile plates until pure cultures were obtained. We got ∼20 different bacterial strains with various colony morphologies. One of these colonies - referred to as strain G62 - was used for the further characterisation described in this study. Sequencing of the 16S rDNA and subsequent comparison using the BLAST tools at http://blast.ncbi.nlm.nih.gov/Blast.cgi and http://greengenes.lbl.gov revealed highest similarity with other sequences derived from the genus Pseudomonas. To determine the 16S rRNA gene sequence, chromosomal DNA was extracted from the bacterial isolate and purified using the PureLink Genomic DNA Mini Kit (Invitrogen) according to the manufacturer's instructions. The unique 16S rDNA sequence of the bacterial strain used in this study can be retrieved from the NCBI GenBank database (http://www.ncbi.nlm.nih.gov/sites/entrez/?db=nucleotide) under the sequence accession number: FN547413. Characterisation of the fatty acid composition and other biochemical/physiological traits (see Table S1) confirmed the classification of strain G62 into the genus Pseudomonas, but further assignment to a specific species was not possible.

*P. sp.* G62 was tested for several traits that are supposed to be associated with plant growth promotion. The strain produces auxin and exhibits activity of ACC deaminase in bacterial growth medium (Table 1). Moreover, *P. sp.* G62 was showing phosphate solubilization activity and produces siderophores (Table 1). The gene *nifH* encoding the enzyme nitrogenase that is required for nitrogen fixation in e.g. *Pseudomonas stutzeri* could not be determined in *P. sp.* G62 (Table 1).

**Table 1:** Properties of *P. sp.* G62: Auxin production (0.9001±0.024 µg IAA/ml), ACC deaminase activity (26.25±5.75 nmol α-ketobutyrate/mg prot * h), phosphate solubilization, siderophore production and presence of the *nifH* (nitrogenase) gene.

Bacteria Property	
Auxin production in liquid medium	**+**
ACC deaminase activity in liquid medium	**+**
Phosphate solubilization	**+**
Siderophore production	**+**
Nitrogenase gene, *nifH*	**−**

### *Pseudomonas sp.* G62 is associated with roots of *Arabidopsis thaliana*

The pattern of root colonisation (Col-0) was investigated by using eGFP - transformed *P. sp.* G62 and confocal laser scanning microscopy (CLSM). Bacteria were mainly detected at the rhizoplane and on root hairs (Fig. 1a–d), demonstrating that this species is root associated. Extensive screenings of roots from about 20 plants inoculated with eGFP-carrying bacteria revealed only very few (<10) individual *P. sp.* G62 bacteria inside the roots (Fig. 1e). Despite this sporadic occurrence of endophytically growing individuals, we consider this strain to be an rhizosphere bacterium rather than a true endophyte. No indications were found about lateral transport throughout the entire plant and bacterial occurrence appeared to remain confined to the roots. After 10 weeks of growth, plant roots of agar-medium grown plants were still colonized by 2.1 * 10^8^ cfu per g root, demonstrating efficient long term colonization of the root surface by *P. sp.* G62. Furthermore, growth experiments in a hydroponic culture showed that the amount of bacteria in the medium was 2 to 3 orders of magnitude larger when plants were present, indicating that plant root exudates efficiently support growth of bacteria (Fig. 1f).

**Figure 1:**
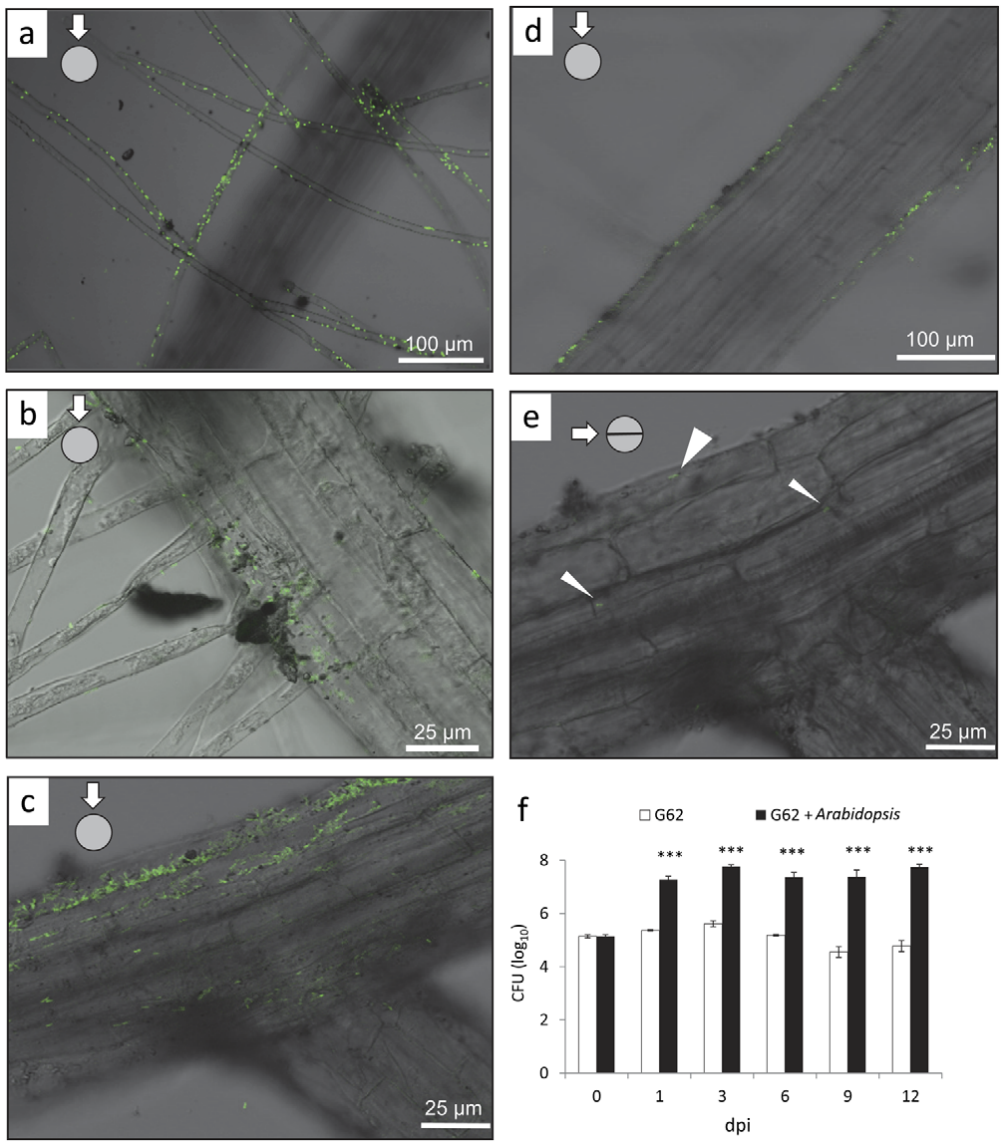
Colonization of *Arabidopsis* (Col-0) roots by *P. sp.* G62 after 3 days, visualized by eGFP - transformed bacteria. a–d: colonization of root hairs and root surface 3 days after inoculation of the root with bacteria, photographs of the root surface. e: sporadic bacteria inside of roots: focus at the middle of the root as can be seen by the focused xylem strand; thin arrows: single bacteria inside of the root, thick arrow: bacterium at root surface. f: cfu (colony forming units) of bacteria in liquid plant medium with or without plants (dpi: days post inoculation). Mean values ± SE, asterisks indicate p-values (***: p<0.001).

### *Pseudomonas sp.* G62 promotes growth and development of *Arabidopsis thaliana*

To analyse the effect of bacteria on plant growth, either seeds or the growth substrate were inoculated with *P. sp.* G62. Measurements on rosette diameter and stem length were taken after a two month growth period and the developmental stages of *Arabidopsis* were scored with a stage scale (see Table S1) that was adapted for *A. thaliana* from the published rape seed BBCH-scale and was tested for reproducibility before. Growth promotion was first assayed in the green house using sterilized sandy soil from the Golm field site, where the bacteria and the *Arabidopsis* Gol-1 ecotype, from which the bacteria were originally extracted, naturally occur. The substrate was inoculated with *P. sp.* G62. Stalk length of Gol-1 plants exposed to bacteria was significantly increased by 70% after 64 days (t-test; p<0.01, n = 13–15; Fig. 2a,b), as were rosette diameters (t-test; p<0.05, n = 13–15, Fig. 2c), and plant development progressed faster (t-test; p<0.01, n = 13–15, Fig. 2d). Secondly, growth of Col-0 was assayed on different substrates (peat substrate and plant agar mediumwith high nutrient supply, sandy soil with low nutrient supply). Col-0 seeds were inoculated with *P. sp.* G62 before planting on peat substrate. Again, the bacteria significantly enhanced growth of 7 week old Col-0 plants: stalk length by more than two-fold (t-test; p<0.001, n = 13–15, Fig. 3b), rosette diameter by 3.4% (t-test; p<0.05, n = 13–15, Fig. 3c), as well as development (t-test; p<0.05 or p<0.01, n = 13–15, Fig. 3d).. These growth effects were still visible after about 10 weeks (Fig. 3a, top panels).Moreover, plant growth (stalk length, rosette diameter, development) was significantly increased in sandy soil at low nutrient supply that was inoculated with bacteria before planting seeds (t-test; p<0.01, n = 15–16, Fig. 3e; p<0.05, n = 15–16, Fig. 3f; p<0.05 or p<0.01, n = 15–16, Fig. 3g; Fig. 3a lower panels). Col-0 plants were also grown on vertical agar plates with full nutrition under sterile conditions from seeds that were pre-incubated with *P. sp.* G62 bacteria (for a picture of the plates see Fig. S1). In this experiment, shoot dry weight of 5 week old Col-0 plants was significantly increased (by 49%) by bacteria as compared to control plants that were not exposed to the bacteria (t-test; p<0.001, n = 20–22, Fig. 3h), and root mass was increased by 49.9% by bacteria (0.309±0.0046 mg vs. 0.463±0.0307 mg per root). Together, this demonstrates that *P. sp.* G62 induced growth promotion on two different *Arabidopsis* ecotypes and growth of Col-0 was increased on various substrates with different nutrient conditions. Moreover, growth promotion is efficient under non-sterile and gnotobiotic conditions.

**Figure 2:**
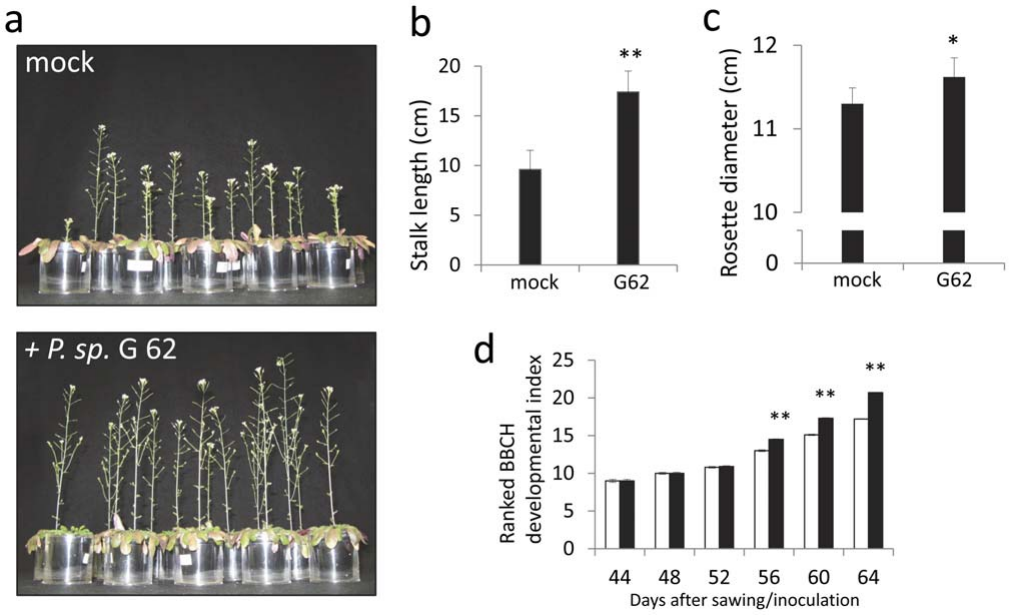
Growth effects of *P. sp.* G62 on *Arabidopsis* ecotype Gol-1 grown in sandy soil. a: Gol-1 with and without bacteria (mock) after a 68-day growth period. b: stalk length. c: rosette diameter. d: developmental index. Mean values ± SE, asterisks indicate p-values (*: p<0.05; **: p<0.01).

**Figure 3:**
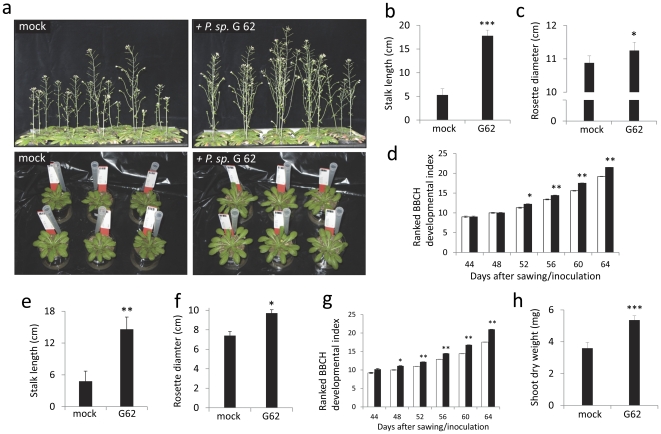
Growth effects of *P. sp.* G62 on *Arabidopsis* ecotype Col-0 on different substrates. a: top panels: Col-0 with and without bacteria (mock) after a 68-day growth period (peat substrate), bottom panels: Col-0 at rosette stage with and without bacteria (mock) grown in sandy soil. b: stalk length. c: rosette diameter. d: developmental index (b–d: grown on peat substrate). e: stalk length. f: rosette diameter. g: developmental index (e–g: grown on sandy soil). h: shoot dry weight (grown in agar medium). Mean values ± SE, asterisks indicate p-values (*: p<0.05; **: p<0.01; ***: p<0.001).

### *Pseudomonas. sp.* G62 alters transcription of genes related to primary metabolism

To investigate the short-term response of *Arabidopsis* to *P. sp.* G62 at the transcriptional level, we evaluated plants with whole genome microarrays (Affymetrix ATH1) in triplicate. 

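RNA from whole Col-0 seedlings was hybridized to 6 Affymetrix ATH1 arrays, 3 of mock-treated and 3 of *P. sp.* G62-treated plants. Each array held a pool of 25 seedlings aged 18 days, taken 6 h after the roots received 500 µl of a bacterial suspension at an OD of 0.5, or the same volume of its 10 mM MgSO4 solution without bacteria. The authors normalized the arrays by RMA (robust multi-array average) in the ROBIN software. The values analysed here are these log2 signals for 22810 probe sets, with array medians between 6.39 and 6.46. They were neither normalized again nor filtered. Each probe set was compared between the groups with limma's moderated test, as *P. sp.* G62 minus mock, and p-values were adjusted after Benjamini and Hochberg over all probe sets. A transcript is called higher or lower at an adjusted p under 0.05. Of all 22810 probe sets, 3669 had an unadjusted p under 0.05 in limma's test. Counts of list members at that bound are to be read against this share. The platform table gave 1 gene for 13513 probe sets, several genes for 503 and none for 8794. Of the last group, 175 were paired with 1 locus through the paper's tables, which list genes because they changed. Such genes are named with their values but were left out of the tests of gene lists. Lists of genes were written before the deposited signals were examined, but may not be blind to the paper's tables of changed genes. They were compared with all other of 13286 genes by a 2-sided rank-sum permutation test on the log2-fold changes, with 100000 random draws. These p-values were adjusted over the 25 lists that had at least 3 members with a probe set of their own. The number of arrays limits the precision of all values.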

Roots of 18-day-old plantlets of Col-0 were incubated with *P. sp.* G62 for 6 h and subsequently, RNA was isolated from the whole seedlings and compared to untreated samples. It was expected that shoot RNA is overrepresented in these samples compared to root RNA, since the roots of plantlets grown in sandy soil were relatively small compared to leaf mass. Seventy-eight genes were significantly (p<0.05, Benjamini-Hochberg correction) up- or down-regulated at least two times (Table S2). Of these changes, the transcript level of 38 genes was upregulated (log_2_-ratio>1) and transcripts of 40 genes were downregulated (log_2_-ratio<−1).

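At least 2-fold changes with an adjusted p under 0.05 were found for 79 probe sets, 39 higher and 40 lower with *P. sp.* G62. Of these, 74 were named for 1 gene and 4 matched several loci. The other one is a control probe set for 25S ribosomal RNA, and 38 probe sets were higher when the control probe sets were left out. Increases ranged from 2.01-fold to 5.67-fold and decreases from 2.01-fold to 3.47-fold. One of the largest decreases was that of At1g73600, which encodes a phosphoethanolamine methyltransferase, with a log2-fold change of -1.50 (standard error 0.18, adjusted p = 0.00742). The transcript of *LSU2* (At5g24660, response to low sulfur 2) had a log2-fold change of -1.44 (standard error 0.17, adjusted p = 0.00779). A further 33 probe sets differed at least 2-fold without passing the test, 25 of them higher and 8 lower. The count of 79 became 41 without mock replicate 2, 141 without mock replicate 3, 35 without *P. sp.* G62 replicate 2 and 41 without *P. sp.* G62 replicate 3.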

Among the most highly upregulated transcripts were genes related to cell wall metabolism, nitrogen metabolism, sugar transport and senescence. 

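The largest increases included that of *ERD5* (At3g30775), the proline dehydrogenase that starts the breakdown of proline, with a log2-fold change of 2.15 (standard error 0.16, adjusted p = 0.00274). At3g59350 had a log2-fold change of 1.80 (standard error 0.18, adjusted p = 0.00642), and At5g41080 one of 1.71 (standard error 0.18, adjusted p = 0.00642). The amino acid degradation genes At5g54080 (homogentisate dioxygenase) and At1g79440 (succinic semialdehyde dehydrogenase), known only from the paper's tables of changed genes, were higher by 0.80 and 0.79 on the log2 scale (adjusted p = 0.00642 and 0.00742), so their rise is not independent evidence. A list of 14 genes degrading amino acids other than the branched ones held 2 with a probe set in the platform table, At4g33150 and At5g38710. Neither passed limma's test (log2-fold changes of 0.40 and 0.46, both with an unadjusted p under 0.05), and both were higher when adjusted over the list alone. Of 17 listed beta-xylosidases and beta-galactosidases, 3 had such a probe set, and none of these changed according to limma, with 1 at an unadjusted p under 0.05 and 1 higher when adjusted over the list alone. No shift of this list was found (median log2-fold change -0.04, mean 0.06, which differ in sign, rank-sum permutation test, adjusted p = 0.990). Another 6 of its members rose but are known only from the paper's tables, and the study picked part of the list on these samples, so their rise is not independent evidence.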

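Transcript of *BXL2* (At1g02640), a beta-xylosidase, averaged 7.80 ± 0.36 (SD, n = 3) in mock and 9.28 ± 0.16 (SD, n = 3) in *P. sp.* G62-treated seedlings on the log2 scale. This is a log2-fold change of 1.49 (standard error 0.17, adjusted p = 0.00681). For *BXL1* (At5g49360) the log2-fold change was 1.48 (standard error 0.26, adjusted p = 0.0258), with mock signals of 9.26, 9.87 and 10.52 and treated signals of 11.41, 11.38 and 11.30. The xyloglucan endotransglycosylase *XTR3* (At5g57550) had a log2-fold change of 1.43 (standard error 0.15, adjusted p = 0.00642) and the UDP-glucose epimerase *UGE1* (At1g12780) one of 1.103 (standard error 0.16, adjusted p = 0.0139). *BXL2* and *XTR3* passed the test with each of the 6 arrays left out in turn. The call of *BXL1* ended without mock replicate 2 (adjusted p = 0.0813) and without *P. sp.* G62 replicate 1, 2 or 3 (0.0791, 0.112 and 0.0976). That of *UGE1* ended without mock replicate 2 (0.0504) and *P. sp.* G62 replicate 2 or 3 (0.0736 and 0.0675). In these fits the log2-fold changes hardly moved (1.46 to 1.51 for *BXL1*, 1.06 to 1.12 for *UGE1*). They moved more without mock replicate 1 (1.17 and 0.92) or 3 (1.80 and 1.27), where both calls held. A fit with fewer arrays has less power, so a call that ended, here and below, need not mean a smaller change.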

Expressions of the cell wall degrading beta-xylosidases, *BXL1* and *2*, and the cell wall modifying xyloglucan endotransglycosylase 3 (*XTR3*) were upregulated, as well as UDP-glucose epimerase 1 (*UGE1*), which is involved in synthesis of cell wall precursors from UDP-glucose. Glutamate dehydrogenase 2 (*GDH2*) and glutamine-dependent asparagin synthase 1 (*ASN1*), which are involved in amino acid turnover, were upregulated. Furthermore, the sugar-repressed sulfurtransferase senescence 1 (*SEN1*), which is induced by phosphate starvation and pathogens [35], [36], and dark-inducible 10 (*DIN10*) were upregulated, as well as the sugar transporter *STP1*, which mainly represents the sugar transport activity in vegetative tissues of the 14 *STP* genes in *Arabidopsis* [37]. Also, the auxin-responsive genes, *DRM1*, *BT5* and At2g33830 were upregulated. 

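*GDH2* (At5g07440) rose from 8.21 ± 0.09 (SD, n = 3) in mock to 9.54 ± 0.17 (SD, n = 3) in treated seedlings on the log2 scale, a log2-fold change of 1.34 by limma's test (standard error 0.10, adjusted p = 0.00274). *ASN1* (At3g47340) rose from 9.55 ± 0.51 (SD, n = 3) to 11.72 ± 0.11 (SD, n = 3), a log2-fold change of 2.18 (standard error 0.21, adjusted p = 0.00642). For both genes the change was larger than the spread between replicates, and both passed with each array left out. The second glutamate dehydrogenase gene, *GDH1* (At5g18170), named here after its value was seen, had a log2-fold change of 0.86 (standard error 0.14, adjusted p = 0.0224). Its call ended without mock replicate 2 (adjusted p = 0.0504) and without *P. sp.* G62 replicate 1, 2 or 3 (0.0559, 0.0953 and 0.0681).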

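*SEN1* (At4g35770) had the largest increase of all 79 probe sets, with a log2-fold change of 2.50 (standard error 0.27, adjusted p = 0.00642). Its log2 signals were 7.82, 9.09 and 8.78 in mock and 10.94, 11.13 and 11.13 in *P. sp.* G62-treated seedlings. *DIN10* (At5g20250) had a log2-fold change of 1.92 (standard error 0.28, adjusted p = 0.0142). The call of *DIN10* ended without mock replicate 2 (adjusted p = 0.0529) and without *P. sp.* G62 replicate 2 or 3 (0.0724 and 0.0665). *STP1* (At1g11260) rose from 10.31 ± 0.42 (SD, n = 3) to 11.98 ± 0.14 (SD, n = 3), a log2-fold change of 1.67 (standard error 0.19, adjusted p = 0.00652). Of 24 listed sugar-repressed or starvation-induced genes, 2 had a probe set in the platform table, *ATL8* (At1g76410) and At5g21170, and both were higher, also when adjusted over the list alone. *ATL8*, named after its value was seen, had a log2-fold change of 0.64 (standard error 0.09, adjusted p = 0.0143), and its call ended without mock replicate 2 (0.0504) and without *P. sp.* G62 replicate 2 or 3 (0.0830 and 0.0684). Another 16 of the list rose but are known only from the paper's tables of changed genes. The study picked At5g21170 for its qPCR because it changed on these samples. The rise of these genes is therefore not independent evidence.

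**Figure D1:**
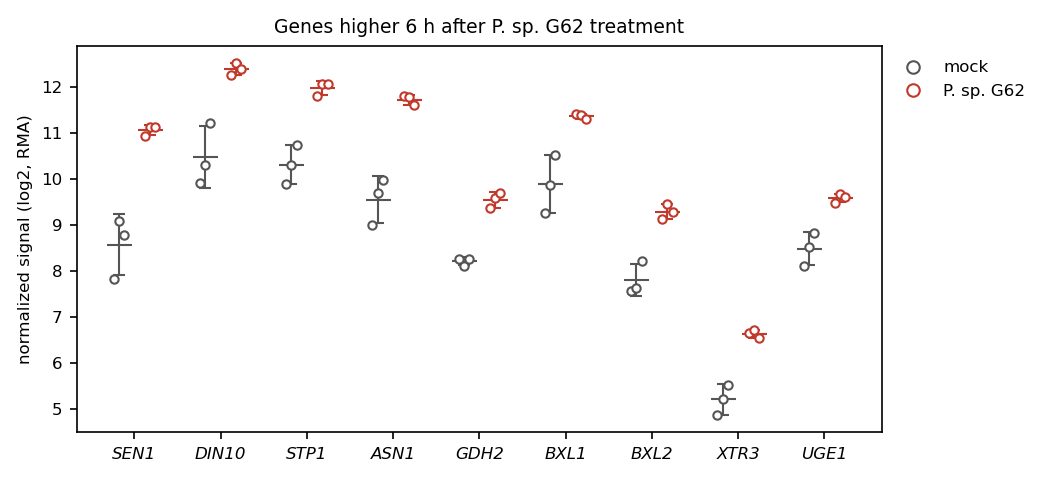
Normalized log2 signal (y-axis) of genes that were higher 6 h after *P. sp.* G62 treatment (x-axis); circles are single arrays, bars the mean ± SD of the 3 arrays per group (grey, mock; red, *P. sp.* G62). For *SEN1* the treated arrays lie between 10.94 and 11.13 and the mock arrays between 7.82 and 9.09.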

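*DRM1* (At1g28330) had a log2-fold change of 1.71 (standard error 0.21, adjusted p = 0.00779) and *BT5* (At4g37610) one of 1.00 (standard error 0.12, adjusted p = 0.00814). Both passed limma's test with each array left out. At2g33830 had a log2-fold change of 1.41 (standard error 0.21, adjusted p = 0.0144). Its call ended without mock replicate 2 (adjusted p = 0.0504) and without *P. sp.* G62 replicate 1, 2 or 3 (0.0510, 0.0759 and 0.0637). In a list of 24 other auxin-responsive genes, 9 had a probe set in the platform table. Of these, *GH3.3* (At2g23170) was higher, none was lower and 8 did not pass the test, while 2 were higher and none was lower when adjusted over the list alone. *GH3.3* had a log2-fold change of 0.63 (standard error 0.10, adjusted p = 0.0192), and its call ended without mock replicate 2 (0.0565) and *P. sp.* G62 replicate 2 or 3 (0.0993 and 0.0833). As a list they did not shift (median log2-fold change 0.03, rank-sum permutation test, adjusted p = 0.683).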

Genes related to regulation of RNA transcription were downregulated, such as circadian clock associated 1 (*CCA1*) and *TOC1*.

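*CCA1* (At2g46830) fell from 6.88 ± 0.26 (SD, n = 3) in mock to 5.83 ± 0.18 (SD, n = 3) in treated seedlings on the log2 scale, a log2-fold change of -1.05 by limma's test (standard error 0.14, adjusted p = 0.0111). Its call ended without *P. sp.* G62 replicate 2 (adjusted p = 0.0661) or 3 (0.0601). The probe set of *TOC1* (At5g61380) had log2 signals of 6.93, 6.66 and 6.96 in mock and of 7.17, 7.30 and 7.24 in treated seedlings. Its log2-fold change of 0.38 (standard error 0.10, adjusted p = 0.0772) did not pass the test. It passed as higher with array weights (adjusted p = 0.0318) and with the lower 50% of signals left out (0.0466), in a range of 0.0318 to 0.270 over all alternatives. A probe set that matches At2g46670 and At2g46790, and so names no single gene, had a log2-fold change of -1.19 (standard error 0.21, adjusted p = 0.0266). The call of that probe set ended when any 1 array other than mock replicate 3 was left out, at adjusted p-values of 0.0751 to 0.104.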

### *Pseudomonas sp.* G62-induced transcriptional changes remain stable over several weeks

To evaluate, whether genes that expressed the largest transcriptional changes at the 6 h short-term response remain regulated on a long-term scale, we assessed the transcriptional profile of 19 of the most highly up- or down-regulated genes of the microarray (Tables S2, S3) with quantitative real-time RT-PCR. These genes are associated with carbon-, nitrogen- and cell wall- metabolism and the circadian clock. RNA was separately extracted from shoots and roots of 3 and 4 weeks old plants that underwent seed inoculation with bacteria and were grown on vertical agar plates. Generally, genes that are upregulated 6 h after bacteria treatment are similarly regulated after 3 and 4 weeks in the shoots (Fig. 4a,b), and genes that are downregulated after 6 h show less or no regulation in shoots after 3 and 4 weeks. The sugar-repressed genes *SEN1* (At4g35770) and *DIN10* (At5g20250) are continuously upregulated in shoots. *ASN1* (At3g47340), which is involved in amino acid turnover, and the sugar transporter *STP1* (At1g11260) also remained upregulated. Genes related to the circadian clock and regulation of RNA transcription, such as *CCA1* (At2g46830) and *TOC1* (At5g61380) show attenuated regulation compared to 6 h. The cell wall – associated genes *BXL1* (At5g49360), *BXL2* (At1g02640), *XTR3* (At5g57550) and *BGAL1* (At3g13750) remain upregulated, whereas *EXPB1* (At2g20750), *EXPA8* (At2g40610), and *XTR8* (At3g44990) show reduced regulation compared to the microarrays. In roots (Fig. 4c), the regulation of genes is much less intense than in shoots, and tends to be opposite to shoots. This indicates systemic effects of root colonization by *P. sp.* G62 that influence transcription of genes related to different metabolic pathways in shoots.

**Figure 4:**
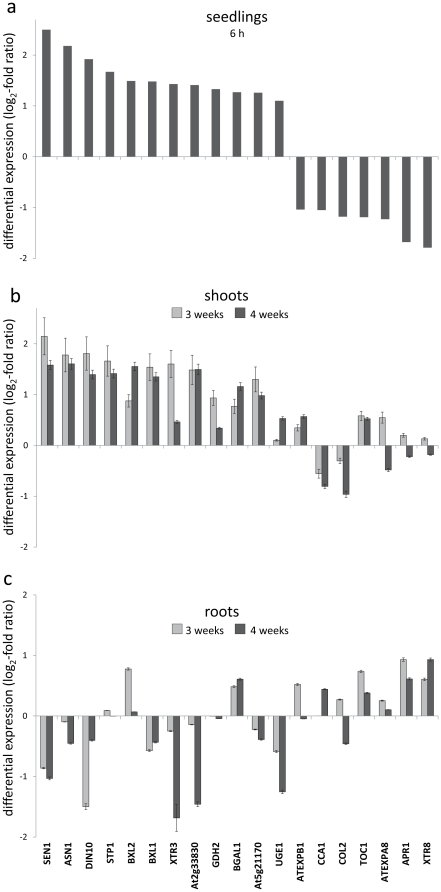
log_2_-fold expression values of *P. sp.* G62 - induced genes. a: selection of the most highly up- or downregulated genes (log_2_–fold change >1 or <−1) determined by microarrays 6 h after bacteria inoculation of 18-day-old seedlings. b, c: expression of the same genes determined by qPCR 3 and 4 weeks after seed inoculation, shoots (b) and roots (c), mean values ± SE.

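In the arrays taken at 6 h, behind Fig. 4a, *APR1* (At4g04610) had a log2-fold change of -1.68 (standard error 0.18, adjusted p = 0.00642), from 9.26 ± 0.32 (SD) in mock to 7.58 ± 0.27 (SD) in treated seedlings. At5g21170, which encodes a beta subunit of the SnRK1 protein kinase, had a log2-fold change of 1.26 (standard error 0.15, adjusted p = 0.00742). Both genes passed limma's test with each array left out. The beta-galactosidase *BGAL1* (At3g13750) had a log2-fold change of 1.27 (standard error 0.19, adjusted p = 0.0143), and *COL2* (At3g02380, constans-like 2) one of -1.18 (standard error 0.16, adjusted p = 0.0109). The call of *BGAL1* ended without mock replicate 2 (adjusted p = 0.0504) and *P. sp.* G62 replicate 2 or 3 (0.0759 and 0.0665), and that of *COL2* without *P. sp.* G62 replicate 2 or 3 (0.0660 and 0.0579). None of the 5 reference genes of the qPCR changed on the arrays according to limma, and none had an unadjusted p under 0.05. Their log2-fold changes ranged from -0.07 for the bHLH gene At4g38070 to 0.16 for *PEX4* (At5g25760).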

### *Pseudomonas sp.* G62-induced transcriptional changes predominantly overlap with sugar starvation

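At a threshold of 1.5-fold, 202 probe sets were higher and 125 lower with *P. sp.* G62, 327 in all, at an adjusted p under 0.05. The copy of Table S5 analysed here holds 326 lines against the paper's 327, and all 326 log2-fold changes lay within 0.01 of those computed from the arrays. The probe set without a line is the control for 25S ribosomal RNA. Of 21 listed genes of the phosphate-starvation response, 1 had a probe set in the platform table and 3 are known only from the paper's tables, so the list was not tested. At5g08030, a glycerophosphodiester phosphodiesterase, had a log2-fold change of -0.85 (standard error 0.09, adjusted p = 0.00642), and the purple acid phosphatase gene At3g17790 one of -1.07 (standard error 0.14, adjusted p = 0.00982). *SEN1*, which the paper describes as induced by phosphate starvation, rose (log2-fold change 2.50), so these decreases do not describe the response as a whole. The ethylene synthesis gene At4g11280 (*ACS6*) had a log2-fold change of -1.03 (standard error 0.11, adjusted p = 0.00642). The call of At3g17790 ended without *P. sp.* G62 replicate 2 (adjusted p = 0.0627), and the other genes named kept theirs with each array left out. The count of 327 became 200 without mock replicate 1, 161 without mock replicate 2, 531 without mock replicate 3, 79 without *P. sp.* G62 replicate 2 and 111 without *P. sp.* G62 replicate 3.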

The expression of the genes that were significantly up- or down-regulated after 6 h by *P. sp.* G62 (327 genes with a change 1.5-fold up or down, see Table S5) was surveyed across all approximately 300 different *Arabidopsis* microarray experiments that can be retrieved with the Genevestigator online-tool [38]. The expressional patterns were clustered using the TM4 software tool [39] and the output is shown in Figure S2. The comparison revealed highest similarity between the gene regulation caused by inoculation with *P. sp.* G62 and conditions that induce sugar depletion such as low CO_2_ and extended night [40], [41]. Moreover, experiments that supply glucose and sucrose caused opposite transcriptional responses as compared to inoculation with *P. sp.* G62.

As *P. sp.* G62 changed expression of genes for primary carbohydrate metabolism and upregulated sugar-repressed genes, we compared our microarray data specifically with a study on the impact of sugar starvation on gene expression [42](Fig. 5). This study compared three-week-old *Arabidopsis* Col-0 seedlings grown in liquid cultures under low light supplied either with full nutrient medium including 15 mM sucrose or full nutrient medium without sucrose for several days. As in our study, whole seedlings were sampled for microarrays. Comparison of gene expression revealed that genes, which are signifcantly regulated by bacteria with a log_2_-fold change <−1 or >1, clearly correlate with regulation by sugar starvation (Fig. 5). A few genes that are downregulated by bacteria are upregulated by sugar starvation (see Table S6), demonstrating specific effects of bacterial signaling that differ from induction of sugar starvation.

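All 20 probe sets of Table S6 were lower with *P. sp.* G62 at an adjusted p under 0.05, 9 of them at least 2-fold, with log2-fold changes from -1.28 to -0.63 and adjusted p-values up to 0.0490. *RPP4* (At4g16860), a resistance gene against downy mildew, had a log2-fold change of -1.19 (standard error 0.09, adjusted p = 0.00274). The sucrose phosphate synthase gene *SPS4F* (At4g10120) had a log2-fold change of -0.70 (standard error 0.10, adjusted p = 0.0131), and At1g60590 one of -1.28 (standard error 0.16, adjusted p = 0.00846). These 3 genes passed limma's test with each array left out. The nitrate transporter gene *NTP3* (At3g21670) had a log2-fold change of -1.28 (standard error 0.18, adjusted p = 0.0118), and its call ended without *P. sp.* G62 replicate 2 (adjusted p = 0.0661) or 3 (0.0604). With 1 array left out, the 20 calls became 12 without mock replicate 1, 7 without mock replicate 2, 10 without *P. sp.* G62 replicate 1, 4 without *P. sp.* G62 replicate 2 and 3 without *P. sp.* G62 replicate 3. The 20 probe sets were chosen by the study on these samples, so their decrease is not independent evidence, and the sugar starvation arrays were not analysed here.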

**Figure 5:**
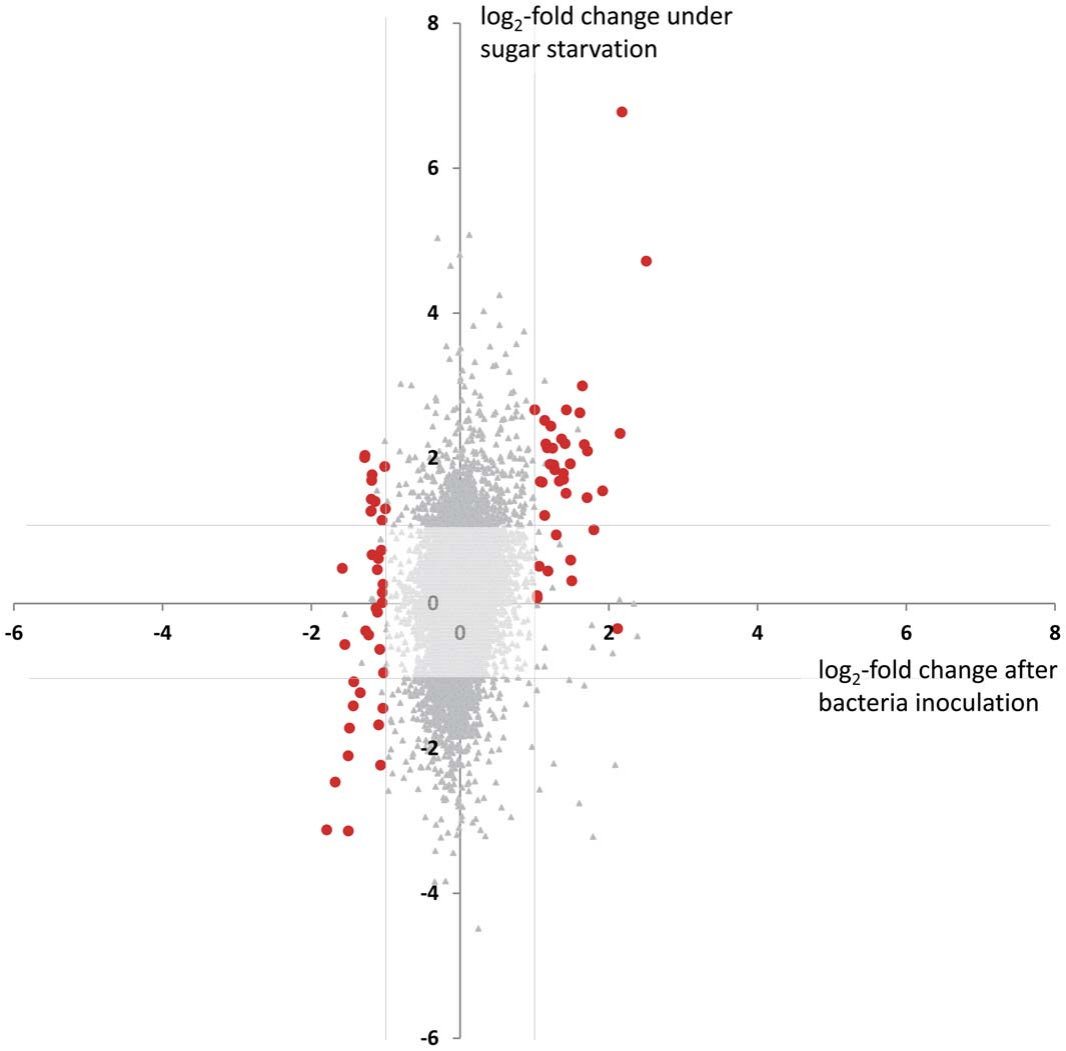
Comparison of log_2_-fold expression values of genes between a 6 h *P. sp.* G62 inoculation (x-axis) and 3 h of sugar starvation (y-axis, [**42**] **).** Genes marked in red are significantly regulated by bacteria (Table 1) with a log_2_-fold change <−1 or >1. Lines parallel to the axes indicate log_2_-fold change of 1 or −1.

Apart from the selection of individual genes that are significantly up- or downregulated, it was also tested if the expression of specific groups of genes that are related to a common functional category behave differently from what would be expected based on the global expression behaviour of all genes on the array. For this, all genes were ordered in so-called functional categories that contain genes that are attributed to a distinct pathway or function, such as ‘sucrose synthesis’ or ‘abscisic acid-responsive’, according to the annotation criteria described for the MapMan software [43]. This calculation reveals which physiological functions are especially affected by the interaction between *Arabidopsis* and *P. sp.* G62 even when the actual fold change of single genes is relatively small. Using the Wilcoxon Rank Sum test after Benjamini Hochberg correction, the probability was calculated if the distribution of transcript abundance as determined for the genes from one functional category resembles the global expression pattern of all other genes on the entire array. Thus, a low p-value indicates that the expression profile of a sub-population of transcript levels is more likely to be different from the general changes in gene expression.

In the presence of *P. sp.* G62, the transcript level changed for genes attributed to processes of primary and secondary metabolism. 

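Of the 25 gene lists that could be tested, 2 shifted to higher and 3 to lower transcript levels against all other genes (rank-sum permutation test, adjusted p under 0.05). Genes of flavonoid and anthocyanin synthesis were lower as a list, with a median log2-fold change of -0.40 and all 8 measured of 22 listed negative (adjusted p = 8.33e-05, from the smallest p that the draws can give, 1e-05; adjusted p = 0.222 with an estimated correlation between genes). Of these 8 genes, 2 were lower and none was higher, and 7 were lower when adjusted over the list alone. The 2 are At1g06000, a flavonol rhamnosyltransferase with a log2-fold change of -1.04 (standard error 0.18, adjusted p = 0.0256), and the anthocyanin glucosyltransferase gene At4g14090 with -0.51 (standard error 0.07, adjusted p = 0.0139). Aliphatic glucosinolate synthesis was lower as well, with a median of -0.32 over 5 measured of 29 listed genes, all negative (adjusted p = 5.63e-04; adjusted p = 0.222 with an estimated correlation). Of the 5 genes, At2g31790 (-0.76, adjusted p = 0.0257) and *UGT74B1* (At1g24100, -0.74, adjusted p = 0.0270, named after its value was seen) were lower, also when adjusted over the list alone. Left out singly, each array except mock replicate 3 ended at least 1 of these 4 calls, at adjusted p-values of 0.0504 to 0.122. The study picked part of this list on these samples, and 6 more members that fell are known only from the paper's tables. No list passed with an estimated correlation, a setting of limma's camera that also leaves few degrees of freedom with 6 arrays. Without mock replicate 3, 9 lists passed the rank-sum test. The paper proposes that the responses to *P. sp.* G62 and to sugar starvation overlap in part. Besides such tests of functional categories, it draws on a survey of many other array experiments. It also draws on a comparison of single genes with sugar starvation and on sugar-repressed genes that rose.

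**Figure D2:**
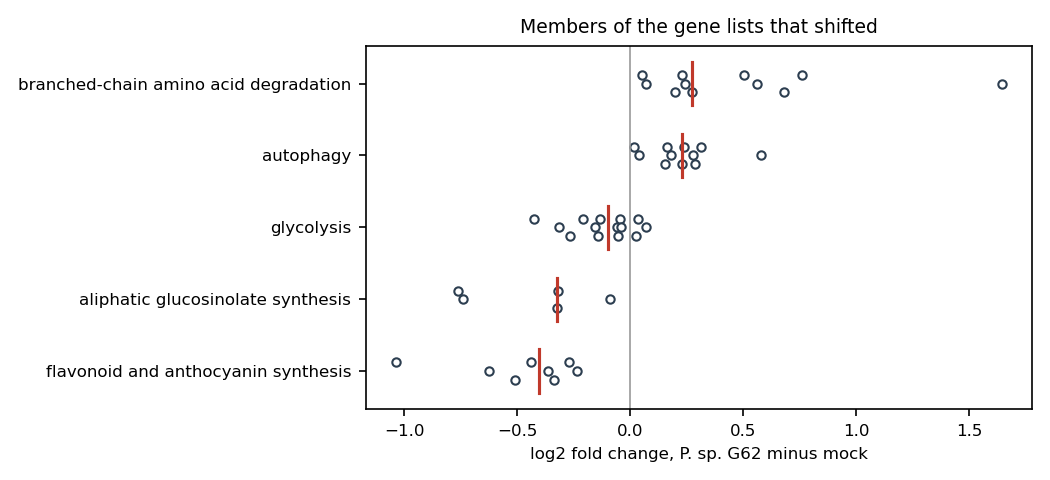
Log2-fold change (*P. sp.* G62 minus mock, x-axis) of the measured members of the 5 lists that shifted (y-axis); each circle is 1 gene and each red bar the median of its list. All circles of flavonoid and anthocyanin synthesis lie below 0 and all of branched-chain amino acid degradation above 0.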

(Fig. 6). 

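Of 41 genes of glycolysis, 14 had a probe set in the platform table. Their median log2-fold change was -0.10, 11 were negative, and the list shifted to lower levels (rank-sum permutation test, adjusted p = 0.0174; adjusted p = 0.529 with an estimated correlation). Without mock replicate 1 the list did not pass (adjusted p = 0.213, in a range of 0.00205 to 0.529 over all alternatives). None of the 14 genes passed limma's test, also when adjusted over the list alone, and 3 were lower at an unadjusted p under 0.05. The largest decrease was that of At1g20950, a subunit of pyrophosphate-dependent phosphofructokinase (log2-fold change -0.43, standard error 0.11, adjusted p = 0.0920). Of 9 genes of sucrose synthesis, 3 could be tested. One, a sucrose phosphate synthase gene, was lower, none was higher and 2 did not pass, with the same count when adjusted over the list alone. The list did not pass (median -0.14, adjusted p = 0.131). The sucrose phosphatase gene *SPP2* (At3g52340), known from the paper's tables, had a log2-fold change of -0.67 (standard error 0.11, adjusted p = 0.0213). Its call ended without mock replicate 1 or 2 (0.0552 and 0.0522) and without *P. sp.* G62 replicate 2 or 3 (0.105 and 0.0951). Of 55 genes of the photosynthetic light reaction, 8 could be tested. None changed according to limma, also when adjusted over the list alone, none had an unadjusted p under 0.05, and the list did not shift (median 0.03, adjusted p = 0.573).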

Expressional behaviour of genes involved in sucrose synthesis and glycolysis showed a category-specific tendency to decreased transcript levels after inoculation with *P. sp.* G62, whereas photosynthetic light reaction genes were particularly upregulated. 

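Of 39 genes for the synthesis of cell wall precursors, 3 had a probe set in the platform table. None changed according to limma, also when adjusted over the list alone, and none had an unadjusted p under 0.05. As a group these 3 did not shift (median log2-fold change -0.07, rank-sum permutation test, adjusted p = 0.631). A second UDP-glucose epimerase gene, *UGE3* (At1g63180), known from the paper's tables, had a log2-fold change of 0.92 (standard error 0.14, adjusted p = 0.0153). Its call ended without mock replicate 2 (adjusted p = 0.0568) and *P. sp.* G62 replicate 2 or 3 (0.0833 and 0.0765). Of 33 xyloglucan endotransglycosylases, 10 could be tested. None passed limma's test, 3 were higher and 2 lower at an unadjusted p under 0.05, and 3 were higher and 1 was lower when adjusted over the list alone. This list did not shift either (median 0.01, adjusted p = 0.959), and part of it was picked by the study on these samples.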

Cell wall precursor synthesis and cell wall modification were generally downregulated, although some genes of these functional categories were significantly upregulated, such as *UGE1* and *XTR3* (Table S2), indicating a specific differential regulation of these genes. Further downregulation was found in protein- and amino acid synthesis. 

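Of 101 genes of amino acid synthesis, 14 had a probe set in the platform table, and 11 of their log2-fold changes were negative. None passed limma's test, also when adjusted over the list alone, and 3 were lower at an unadjusted p under 0.05. As a list they did not pass (median log2-fold change -0.07, rank-sum permutation test, adjusted p = 0.131). It passed as lower with a second quantile normalization (adjusted p = 0.0290) and without mock replicate 3 (0.00897), in a range of 0.00897 to 0.662 over all alternatives. The gene nearest to the threshold was At3g23940, a dihydroxyacid dehydratase of branched amino acid synthesis (log2-fold change -0.28, standard error 0.08, adjusted p = 0.0979). Protein synthesis could not be tested. None of the 40 cytosolic or the 19 plastid and mitochondrial ribosomal protein genes named in the reference had a probe set of its own in the platform table.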

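Of 20 genes that degrade branched amino acids, 11 had a probe set in the platform table and all 11 had a positive log2-fold change, with a median of 0.27. The list shifted to higher levels (rank-sum permutation test, adjusted p = 8.33e-05, from the smallest p that the draws can give; adjusted p = 0.222 with an estimated correlation). Of the 11 genes, 5 were higher, none was lower and 6 did not pass, with the same counts when adjusted over the list alone. *MCCA* (At1g03090), the biotin-containing subunit of methylcrotonoyl-CoA carboxylase in leucine degradation, rose from 8.08 ± 0.10 (SD, n = 3) in mock to 9.73 ± 0.12 (SD, n = 3) in treated seedlings. Its log2-fold change was 1.64 (standard error 0.09, adjusted p = 0.000804), with an adjusted p of at most 0.0121 in every alternative. The other subunit, *MCCB* (At4g34030), had a log2-fold change of 0.50 (standard error 0.08, adjusted p = 0.0183). The other 3, named after their values were seen, were *IVD* (At3g45300) with 0.76, *ETFQO* (At2g43400) with 0.68 and *ALDH6B2* (At2g14170) with 0.56. Left out singly, each array except mock replicate 3 ended at least 1 of the calls other than that of *MCCA*, at adjusted p-values of 0.0504 to 0.128. *DIN4* (At3g13450) and *BCE2* (At3g06850), subunits of the branched-chain keto acid dehydrogenase known from the paper's tables, had log2-fold changes of 0.89 (adjusted p = 0.00642) and 0.83 (adjusted p = 0.00742).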

The significant upregulation of genes related to degradation of branched amino acids (Val, Leu, Ile), including methylcrotonoyl-CoA carboxylase (Table S2) indicates the activation of leucine catabolism, which can serve as energy source under sugar starvation [44]. Photosynthesis genes, cell wall, protein and amino acid metabolism genes were regulated similarly between sugar starvation and *P. sp.* G62 inoculation, but genes related to sucrose metabolism were not affected by sugar starvation. Genes responsible for cell wall precursors were downregulated in both experiments, with the exception of two UDP-glucose epimerases, one of which was also upregulated in our study (Table S2). A number of genes of the metabolic category for cell wall metabolism, including expansin-like A1, B1 and A8, as well as XTR 3, 7 and 8, were similarly regulated, and the energy- and carbon-demanding sulfur assimilation was downregulated in both experiments. 

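Of 26 expansin and expansin-like genes, 15 had a probe set in the platform table. Of these, 2 were higher, 2 were lower and 11 did not pass limma's test, while 3 were higher and 5 lower when adjusted over the list alone. No shift of the list was found (rank-sum permutation test, adjusted p = 0.683), and its median of 0.02 and mean of -0.06 differ in sign. *EXPB1* (At2g20750) had a log2-fold change of -1.04 (standard error 0.13, adjusted p = 0.00787) and *EXPA8* (At2g40610) one of -1.23 (standard error 0.18, adjusted p = 0.0138). The 2 higher genes were *EXPA16* (At3g55500) with 0.60 (adjusted p = 0.0216) and *EXLA2* (At4g38400) with 0.56 (adjusted p = 0.0488). *EXLA1* (At3g45970) had log2 signals of 7.73, 7.92 and 9.54 in mock and of 10.02, 9.56 and 9.62 in treated seedlings. Its log2-fold change of 1.34 (standard error 0.41, adjusted p = 0.132) did not pass. It passed without mock replicate 3 (1.91, adjusted p = 0.00150) and with array weights (0.0326), in a range of 0.00150 to 0.2996 over all alternatives. *XTR7* (At4g14130) had a log2-fold change of 0.76 (standard error 0.12, adjusted p = 0.0184) and *XTR8* (At3g44990) one of -1.79 (standard error 0.27, adjusted p = 0.0166). The call of *EXPB1* held with each array left out. Left out singly, each array except mock replicate 3 ended at least 1 of the calls of *EXPA8*, *EXPA16*, *EXLA2*, *XTR7* and *XTR8*, at adjusted p-values of 0.0504 to 0.169. That of *EXLA2* also ended with a second quantile normalization (0.0653), with each array centred on its median (0.0560) and with the replicate block (0.103). Its adjusted p had a range of 0.00540 to 0.169 over all alternatives.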

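For sulfate assimilation, 3 of 12 listed genes had a probe set in the platform table. None passed limma's test, and *APS3* (At4g14680) was lower at an unadjusted p under 0.05 and when adjusted over the list alone (log2-fold change -0.46, standard error 0.16, adjusted p = 0.171 over all probe sets). The list did not pass (median log2-fold change -0.17, rank-sum permutation test, adjusted p = 0.131). It passed as lower with a second quantile normalization (adjusted p = 0.0432, in a range of 0.0432 to 0.534 over all alternatives). Besides *APR1*, 4 genes of the list that are known from the paper's tables were lower. Among these were the adenosine phosphosulfate reductase genes *APR3* (At4g21990) with -1.34 (standard error 0.19, adjusted p = 0.0134) and *APR2* (At1g62180) with -0.95 (standard error 0.14, adjusted p = 0.0133). The calls of *APR3* and *APR2* ended without mock replicate 2 (adjusted p = 0.0504 for both) and without *P. sp.* G62 replicate 2 or 3 (0.0645 to 0.0680). The study picked part of this list on these samples, so their decrease is not independent evidence.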

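Of 35 genes of the TCA cycle, 19 had a probe set in the platform table. None passed limma's test, also when adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. The median log2-fold change was -0.06, with 14 of 19 negative, and the list did not pass (rank-sum permutation test, adjusted p = 0.101). It passed as lower with the lowest 25% of signals left out (adjusted p = 0.0408), with a second quantile normalization (0.0290) and without mock replicate 3 (0.00718), in a range of 0.00718 to 0.723 over all alternatives. The largest decrease was that of At5g55070, a subunit of the 2-oxoglutarate dehydrogenase complex, with a log2-fold change of -0.39 (standard error 0.15, adjusted p = 0.248). It passed without mock replicate 3 (adjusted p = 0.0342), in a range of 0.0342 to 0.511 over the alternatives.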

TCA cycle genes, in contrast, were significantly downregulated by sugar starvation, but not affected by *P. sp.* G62. Furthermore, important genes required for breakdown of sucrose were differentially regulated between *P. sp.* G62 treatment and sugar starvation. Under sugar starvation, a cytosolic invertase was upregulated, whereas the bacteria slightly induced sucrose synthase that catabolizes sucrose. 

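Of 35 genes of sucrose breakdown, 8 had a probe set in the platform table, and no sucrose synthase gene was among these. None of the 8 changed according to limma, also when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. That gene, the fructokinase At3g59480, had a log2-fold change of 0.25 (standard error 0.11, adjusted p = 0.302). Sucrose breakdown did not shift as a list (median log2-fold change 0.05, rank-sum permutation test, adjusted p = 0.245). The hexokinase-like gene At1g50460, known from the paper's tables, was higher with a log2-fold change of 0.81 (standard error 0.08, adjusted p = 0.00642), also with each array left out.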

Regulation of hormone signaling was different for abscisic acid regulated genes, which were affected by the bacteria. Together, these data indicate a partial overlap of differential gene expression induced by *P. sp.* G62 and sugar starvation, despite differences in parts of primary metabolism.

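Of 20 marker genes of the abscisic acid response, 3 had a probe set in the platform table. *COR47* (At1g20440) was higher with a log2-fold change of 0.57 (standard error 0.08, adjusted p = 0.0135), none was lower and 2 did not pass, with the same count when adjusted over the list alone. The call of *COR47* ended without *P. sp.* G62 replicate 2 (adjusted p = 0.0680) or 3 (0.0665). The list did not shift (median log2-fold change 0.11, rank-sum permutation test, adjusted p = 0.631). Of 7 abscisic acid-responsive genes with a GRAM domain, 3 could be tested, and At5g08350 was higher with a log2-fold change of 0.98 (standard error 0.12, adjusted p = 0.00896), also when adjusted over the list alone and with each array left out. This list did not pass (median 0.14, adjusted p = 0.131). It passed as higher with probe sets of several loci kept (adjusted p = 0.0244, in a range of 0.0244 to 0.519 over all alternatives).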

**Figure 6:**
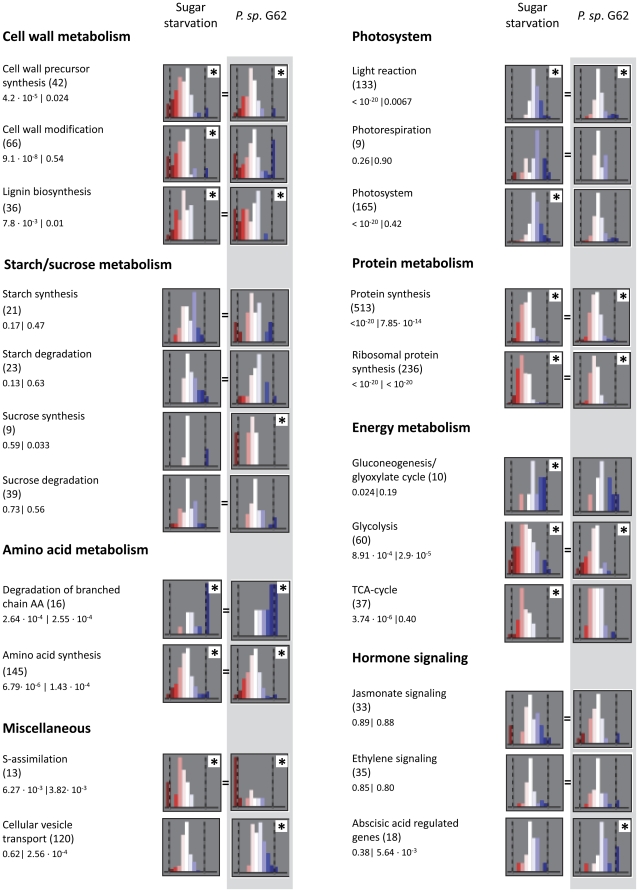
Comparison of the regulation of functional gene categories according to MapMan [**43**] between sugar starvation and *P. sp.* G62 inoculation. Histograms show number of genes on the y-axis and log_2_-FC-categories on the x-axis. Number of genes per functional category is given in brackets, followed by the respective p-values for the categories.

### *Pseudomonas sp.* G62 induced a long-term change of sucrose content in roots

The sugar status (sucrose, fructose, glucose) of 18-day-old plants that were treated with bacteria for 6 h did not change (Fig. 7a), even though the transcriptional profile already showed similarity to sugar starvation (Figs. 5, 6, Fig. S2) and sugar-repressed genes such as *SEN1*, *DIN10* and *STP1* were induced (Table S2, Fig. 4a). To study whether the increased growth after 5 weeks (Fig. 3) is reflected in the carbohydrate and protein status of the plants, we measured levels of glucose, fructose, sucrose and starch levels as well as the amount of soluble protein and free amino acids in leaves and roots of agar-medium grown 5-week old Col-0 plants, of which the seeds have been treated with *P. sp.* G62. Sucrose levels were increased by 34% in roots of bacteria-treated plants as compared to roots of non-inoculated plants (Fig. 7c, t-test, p<0.01, n = 8–10), whereas the other metabolites that were analyzed did not alter upon *P. sp.* G62 colonization (data not shown).

**Figure 7:**
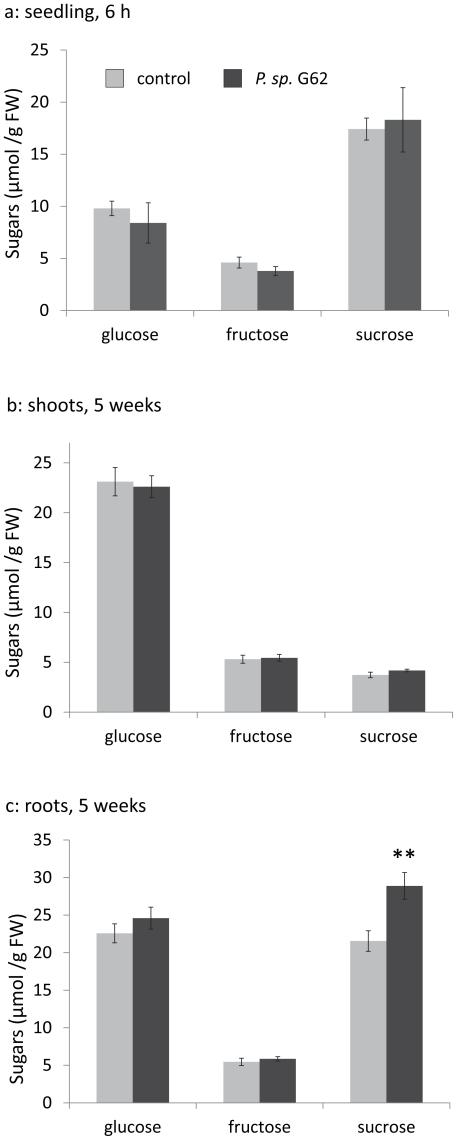
Levels of sucrose, glucose and fructose in different tissues after bacteria treatment. a: sugars in seedlings treated with bacteria for 6 h; sugars in shoots (b) and roots (c) of 5-week-old *Arabidopsis* Col-0 plants after seed inoculation with *P. sp.* G62. Mean values ± SE, asterisks indicate p-values (**: p<0.01).

## Discussion

Understanding the mechanisms underlying the growth promoting effects of rhizobacteria is important to design strategies for their application in agriculture, such as biofertilization, biocontrol and phytoremediation [45], [46]. The beneficial effects of PGPR are attributed to several mechanisms, such as enhanced efficiency of the plant's nutrient uptake [47], hormone production [48], or, indirectly, to defense against pathogens [49]. However, the molecular events underlying plant growth promotion by PGPR are still poorly understood. Here, we studied short- and long-term effects of an *Arabidopsis*-associated rhizobacterium on gene transcription as well as on primary metabolites and growth.

The growth-promoting rhizobacterium, *P. sp.* G62, was extracted from roots of field-grown *Arabidopsis* plants. Genetically modified strains of *P. sp.* G62 expressing fluorescent protein were mainly localized on the surface of roots and root hairs and only very rarely an individual bacterium was observed in root interior (Fig. 1). *P. sp.* G62 is capable of significantly promoting plant growth with respect to rosette diameter, stalk elongation, development and biomass under high and low nutrient conditions (Fig. 3). It is unlikely that the observed effects are related to bacteria-mediated improvement of nutrient uptake rather than resulting from other mechanisms of growth promotion because similar growth effects were observed on three different media (sandy soil, peat substrate or ½ M&S agar medium) with either high or low nutrient quality. Even though it is assumed that plant growth-promoting bacteria typically have little or no measurable effect on plant growth when the plants are cultivated under optimal and stress-free conditions [20], *P. sp.* G62 stimulated plant growth even under our various favorable nutrient supply and growth conditions. Probably, bacterial production of auxin or ACC-deaminase activity (that may reduce ethylene production by the roots) is involved in the observed stimulation of plant growth. Moreover, G62 was found to be able to solubilize phosphate or increase iron availability via siderophore production (Table 1). However, since growth promotion was also promoted by G62 when neither phosphate nor iron availability was limiting for the plant, it is assumed to be unlikely that these effects are responsible for the growth effects of the plants.

Various plant-microbe interactions were previously described to have a strong effect on plant carbon metabolism [50], [51]. This may be due to the attempt of the bacteria to manipulate plant metabolism in order to get access to nutrients, but may also be linked to positive growth effects of bacteria on the plants. To investigate whether a modification of primary metabolism by *P. sp.* G62 is already manifested on the transcriptional level at an early stage of plant-bacteria interaction, we used Affymetrix microarrays to determine differential gene expression 6 h after plant inoculation. Compared to control plants, 78 genes were at least two times up- or downregulated (Tab. 1). A clear bias towards differential expression of groups of genes was observed that are involved in the same physiological or biochemical processes, such as glycolysis, sucrose synthesis, amino acid, protein and cell wall metabolism (Fig. 6).

Interestingly, comparison of our data with 300 publically available microarray analyses revealed that the gene expression profile obtained after inoculation with *P. sp.* G62 largely resembled transcriptional reorganization during sugar (sucrose) starvation (Figs. 5, 6, Figure S2). A detailed comparison between our data and the transcriptional changes induced by sucrose starvation as described by [42] revealed that especially genes related to carbohydrate metabolism were similarly regulated, such as the categories of photosynthesis (up), glycolysis (down) and cell wall precursor synthesis (down) (Fig. 6). In contrast, the sucrose synthesis category was only downregulated after bacteria treatment, and the TCA cycle and cell wall metabolism categories were only downregulated by sugar starvation. Apparently, effects of sugar starvation have a more pronounced effect on genes related to sugar metabolism than bacteria. This can be recognized from reduced expression of genes related to mitochondrial respiration (TCA cycle) and a larger activation of genes related to photosynthesis by sugar starvation (Fig. 6). Nineteen of the most strongly regulated genes of the microarray, which are mainly related to energy and cell wall metabolism, showed a stable expression pattern during 4 weeks in shoots (Fig. 4b), indicating a continuous effect on primary metabolism by bacteria.

The gene expression analysis shows that *P. sp.* G62 bacteria rapidly induced a set of transcriptional responses in the plant that are supposed to support a plant during carbohydrate starvation. However, plant sugar levels were unchanged 6 h after bacteria inoculation (Fig. 7a). Moreover, 5 weeks after bacteria inoculation, when positive growth effects were already manifested, sugar levels were unchanged (glucose and fructose) or even increased (sucrose), demonstrating that the plants are not limited in carbohydrate supplies (Figs. 2, 7). Apparently, the plant provides more sucrose to roots when bacteria are present. It is conceivable to assume that the increased carbohydrate status benefits growth of root-associated bacteria when carbon increasingly exudes into the rhizosphere. Such leakage of carbohydrates can represent a considerable amount of assimilated carbon of *Arabidopsis* and serves as nutrients for rhizosphere bacteria [52], [53]. Indeed, *P. sp.* G62 grew far better in liquid *Arabidopsis* growth medium in the presence of plant roots (exudates) than without plants (Fig. 1f).

Hence, it may be speculated that the bacteria via yet unknown signaling effectors mimic a state of sugar starvation in the plant, which is uncoupled of its true carbohydrate status. The increased net availability of soluble carbohydrates may not only benefit bacteria at the rhizoplane, but may also promote growth of the plant host. For example, the increased amount of sucrose may serve as energy source and as primary substrate for the synthesis of cell wall components that are required during growth. The increased dry weight per plant after inoculation with *P. sp.* G62 (Fig. 3h) suggests that the loss of carbon to the rhizosphere is compensated for by an increased gross photosynthetic carbon fixation that is probably due to the increased leaf area of the plants. It should be noted however, that in contrast to the stimulation of photosynthetic capacity that was, for example, observed after inoculation with the soil bacterium *Bacillus subtilis* GB03 [54], no increase in photosynthetic activity expressed per unit of leave area was observed in our system (Fig. S3).

In summary, we demonstrated that the bacterial strain *P. sp.* G62 that was extracted from roots of the wild *Arabidopsis* ecotype Gol-1 promoted vegetative growth of the *Arabidopsis* ecotypes Gol-1 and Col-0. This can be recognized by increased rosette diameter, stalk elongation, accelerated development and increased biomass (Figs. 2, 3). Growth was promoted on nutrient-rich peat substrate, nutrient-poor sandy soil and on sterile agar plates with M&S medium. This indicates that the growth effect is not simply explained by just resolving (micro)nutrient depletion. Early interaction of *Arabidopsis* and *P. sp.* G62 resulted in a regulation of transcripts of primary metabolism that is partially similar to the response to carbohydrate starvation and points to increased metabolic demand for sugars and energy; however, soluble sugars are not reduced after 6 h. The transcriptional response of upregulated genes is stable in shoots during 4 weeks, indicating that bacterial effects are systemic and constant over time. The bacteria did not alter protein and amino acid content of 5 week old plants, but induced an increase of sucrose levels in roots to levels higher than in non-inoculated plants. This may both serve to promote plant growth and act as a precursor for nutrients that the plant offers to its beneficial resident. The signal by which the bacteria induce the differential gene expression in the plant remains unknown. Since host-specific effects of bacteria are likely to differ from general effects that can be found also on non-host species, the characterization of growth-promoting bacteria that are naturally associated with *Arabidopsis* is highly valuable for further research.

## Materials and Methods

### Collection and determination of bacteria

Field grown *Arabidopsis thaliana* ecotype Gol-1 plants [local ecotype found in Golm, Berlin area, Germany, characterized and genotyped in [55]] were collected from a field on sandy soil in Golm (52°24′57″N, 12°58′18″E, Potsdam, Germany). Roots were surface-sterilized with 70% ethanol for 1 min and 2.5% sodium hypochloride for 3 min and rinsed three times in sterile distilled water. Several roots were homogenised and incubated in ¼ strength Ringer's solution for 45 min on a rotary shaker. Dilution series of the supernantant of this suspensions were spread on agar plates with tryptic soybean medium (TSA). Individual colonies were picked after incubation at 16°C for one to three days. After the initial selection, single bacteria colonies were repeatedly transferred to new TSA plates until cultures appeared to be pure.

The 16S rRNA gene sequence (1470 bp) was amplified by PCR with the universal primers P0 and P6 as described [56] and the Advantage HF2 PCR kit (Clontech). Purified PCR products were sequenced by AGOWA (Berlin, Germany).

### Bacteria properties

Activity of ACC deaminase (AcdS) was measured as described by [57]. Briefly, bacteria were grown in ACC supplied minimal medium and production of α-ketobutyrate was measured photometrically (530 nm). Measurements were normalized against a standard curve of α-ketobutyrate. Protein content of bacteria was determined with the bicinchoninic acid assay [58]. Measurements were carried out three times with at least 4 biological replicates. Production of IAA in tryptophane-enriched TSB medium was determined colorimetrically as described by [59] and normalized to bacterial OD_600_. Measurements were carried out three times with at least 4 biological replicates. Phosphate solubilization was measured on medium amended with insoluble calcium phosphate according to [60]. Production of siderophores was estimated with the chrome azurol S assay according to [61]. Detection of the *nifH* gene that encodes a nitrogenase was carried out according to [62] by nested PCR on bacterial chromosomal DNA with degenerated universal *nifH* primers. As a positive control we used DNA of the strain *P. stutzeri* that was obtained from the German Collection of Microorganisms and Cell Cultures (DSMZ, Braunschweig, Germany; DSM number 4166).

### Plant and bacteria growth conditions

Seeds of two *Arabidopsis* ecotypes Columbia (Col-0) and Gol-1 were used for growth on agar plates, peat substrate (made of peat, vermiculite and sand) with full nutrient supply (MPI *Arabidopsis* substrate, Stender, Germany) or sandy soil. Sandy soil was gained from the A layer of a field site in Golm. This soil layer was previously found to be limited in magnesium and nitrogen, but rich in phosphate (nutrient composition: 3 kg ammonium-N/ha, 8 kg nitrate-N/ha, 11 kg total N/ha, 84 mg P/kg, 110 mg K/kg, 29 mg Mg/kg). This soil was autoclaved twice and then stored for three months to re-establish ion balance.

Vertical agar plates were prepared by filling square petri dishes with side length of 15 cm up to three quarters with ½ M&S medium [63]. Seedlings on agar plates were grown for 5–7 weeks. Before planting, seeds were first sterilized and then incubated for 4 to 6 h in 10 mM MgSO_4_ (mock) or in a bacteria solution. Bacteria were grown in an overnight liquid culture (tryptic soybean medium), centrifuged and resuspended in 10 mM MgSO_4_ to an OD_600_ of 1 (5.1*10^8^ CFU/ml). Plants in a climate chamber were grown with 12 h day (22°C, relative humidity 60%) and 12 h night (20°C, relative humidity 75%) at 250 µE/m^2^. To initially establish optimal humidity for germination of seeds grown on sandy soil, 50 ml of dry sandy soil was inoculated with 25 ml bacteria solution or mock solution (10 mM MgSO_4_). Sterilized seeds (EtOH and sodium hypochloride treatment) were then planted on the substrate. Plant development was scored based on a ranked developmental stage scale that was developed based on the BBCH scale for canola [64] that was modified for *Arabidopsis* (see Table S3). To determine cfu of *P. sp.* G62 of 12-week old plant roots, roots of agar-medium grown plants were washed with 5 ml TSB medium. LB plates amended with 100 µg/ml ampicilin and 100 µg/ml cycloheximide were used to grow dilutions of *P. sp.* G62.

For determination of bacterial growth in the presence of plants, in a 24 well plate 1 ml of ½ M&S liquid medium was inoculated with bacteria to an OD_600_ of 0.4. In half of the wells, one *Arabidopsis* plant (14 days old) per well was grown hydroponically. CFU of bacteria were determined for 12 days after inoculation by plating of serial dilutions on TSA medium. The experiment was replicated three times with similar results.

### Transformation of bacteria with eGFP

*Pseudomonas* sp. G62 was transformed with the *eGFP*-carrying plasmid pMP4655 [65] by triparental mating. The wild type strain was resistant to ampicilin (40 µg/ml), chloramphenicol (20 µg/ml) and cycloheximide (100 µg/ml), but was sensitive to tetracycline (80 µg/ml) and kanamycin (50 µg/ml). *E. coli* DH5α containing pMP4655 [66] was used as donor strain and *E. coli* K12 HB101 harboring the plasmid pRK2013 as helper strain, which was obtained from the German Collection of Microorganisms and Cell Cultures (DSMZ, Braunschweig, Germany). Transformed bacteria containing the plasmid pMP4655 that codes for the enhanced GFP protein were selected on LB agar plates supplemented with 80 µg/ml tetracycline. Fluorescent bacteria were identified under UV light.

### Confocal laser scanning microscopy analysis of root colonization by *Pseudomonas* sp. G62

In order to localize bacteria on *Arabidopsis* roots, 7 days old seedlings were transferred to sandy soil containing eGFP expressing bacteria and after 3 days of subsequent growth root samples were taken and rinsed with water. The localization of bacteria was examined with a confocal laser scanning microscope (Leica TCS SP5, Wetzlar, Germany) equipped with an argon laser. eGFP was excited at 470 nm and detected at 525 nm.

### Microarray analysis

One or two Col-0 seedlings were grown in 1.5 ml Eppendorf tubes, from which the bottom was cut off. The tubes contained sandy soil and were placed on peat substrate. Six hours before harvesting 18-day old seedlings, 500 µl of *P. sp.* G62 (OD 0.5 in 10 mM MgSO_4_), or MgSO_4_ without bacteria (mock) for controls were applied to the medium. Twenty-five seedlings were pooled for each of three replicates per treatment. RNA was extracted from whole seedlings with RNeasy Mini Kit from Quiagen according to the manufacturer's protocol. RNA quality check and microarray hybridization was carried out by Atlas Biolabs (Berlin, Germany). Chip quality was analysed and raw data (.cel files) were evaluated and normalised with the ROBIN software (criteria: robust multi array averaging, nested F-test, Benjamini-Hochberg correction) [67]. The orignal data can be downloaded from the GEO database (http://www.ncbi.nlm.nih.gov/geo/) with the GEO accession GSE24552. Microarrays were evaluated with ROBIN, the Genevestigator online-tool [38] and visualized with the TM4 software tool [39]. Microarray comparison was further carried out with the MapMan tool [43].

### RT-qPCR

Total RNA was extracted from 3 and 4 week old plants that were continuously colonized by bacteria and grew in vertical agar plates (control plants were not inoculated). Five plants were pooled for each of the 5 replicates per treatment. RNA was extracted using the RNeasy kit (Qiagen, http://www.qiagen.com/) for shoots and using the InviTrap Spin Plant RNA Mini Kit (Invitek, http://www.stratec-biomedical.de/) for roots. RNA was subjected to DNase treatment using the TURBO DNA-free kit (Ambion, http://www.ambion.com/). Five micrograms of RNA were reverse transcribed into cDNA using the Superscript III reverse transcriptase kit (Invitrogen). RT-qPCR amplification was carried out with the ABI Prism 7900 sequence detection system (Applied Biosystems, http://www.appliedbiosystems.com/), using a power SYBR green master mix (Applied Biosystems) and the primers as described in Table S4. UBQ10 (At4g05320), Pex 4 (At5g25760), bHLH (At4g38070), SAND (At2g28390) and PP2A (At1g13320) were used as reference genes [68](Table S4). Relative quantification of the expression of each individual gene was performed using the comparative threshold cycle method, as described in the ABI PRISM 7900 sequence detection system user bulletin no. 2 (Applied Biosystems). Primer efficiencies were calculated with the LinReg software (http://LinRegPCR.HFRC.nl).

### Metabolite measurements

All measurements were performed on two independent experiments. Seeds were inoculated in a bacterial suspension (OD_600_ 0.5) and grown for five weeks on vertical agar plates supplied with 1/2 M&S, Plants treated with bacteria for 6 h were grown as described for the microarray experiment. Plants were harvested in the middle of the light phase (2 pm). Each treatment was measured with 8–10 replicates, with 4–5 plants pooled for one replicate. Sucrose, glucose and fructose were assayed in EtOH according to [69], starch was measured according to the UV-method from Roche (Mannheim, Germany), amino acids were measured according to [70], and protein was measured with Nanoquant (Roth, Karlsruhe, Germany).

### Statistical analysis

Statistical analysis was carried out with SigmaPlot software version 11.0 from Systat Software, San Jose, USA.

### Ethics statement

The wild *Arabidopsis* plants from which bacteria were extracted were taken with permission from the Max Planck Society from land that is privately owned and protected by the Max Planck Society. *Arabidopsis* is not an endangered or protected species.

## Supporting Information

Figure S1 ***Arabidopsis*** **Col-0 plants 4 weeks after seed inoculation with** ***P. sp.*** **G62, grown in vertical plates with ½ M&S medium.**
(TIF)

Figure S2 **Comparison of** ***P. sp.*** **G62-regulated genes across 300 different microarray experiments.**
(TIF)

Figure S3 **Comparison of photosynthetic activity of 33-day old Col-0 plants growing in peat substrate with and without bacteria.**
(TIF)

Table S1 **Features of** ***P. sp.*** **G62.**
(TIF)

Table S2 **List of genes that are differentially regulated in whole seedlings of** ***A. thaliana*** **by** ***P. sp.*** **G62 6 h after root inoculation compared with mock treated plants (log_2_-fold change, adjusted p-value).**
(DOCX)

Table S3 **BBCH scale for evaluation of plant development.**
(DOCX)

Table S4 **Genes and primers used for qPCR.**
(XLSX)

Table S5 **List of genes that are significantly regulated (>1.5 or <−1.5 fold) by** ***P. sp.*** **G62.**
(XLSX)

Table S6 **List of genes that are down-regulated by** ***P. sp.*** **G62, but upregulated by sugar starvation.**
(DOCX)

# Supplementary material for: A Naturally Associated Rhizobacterium of Arabidopsis thaliana Induces a Starvation-Like Transcriptional Response while Promoting Growth
**Source:** PLoS One. 2011 Dec 28;6(12):e29382. doi: 10.1371/journal.pone.0029382
**Supplement:** Table S2 — List of genes that are differentially regulated in whole seedlings of A. thaliana by P. sp. G62 6 h after root inoculation compared with mock treated plants (log2-fold change, adjusted p-value).

Supporting Information Table S2: List of genes that are differentially regulated in whole seedlings of *A. thaliana* by *P. sp*. G62 6 h after root inoculation compared with mock treated plants (log_2_-fold change, adjusted p-value). Genes are ordered in groups of functional categories according to MapMan (Usadel B, Nagel A, Thimm O, Redestig H, Blaesing OE, et al. 2005. Extension of the visualization tool MapMan to allow statistical analysis of arrays, display of corresponding genes, and comparison with known responses. Plant Physiology 138: 1195-1204)

# Supplementary material for: A Naturally Associated Rhizobacterium of Arabidopsis thaliana Induces a Starvation-Like Transcriptional Response while Promoting Growth
**Source:** PLoS One. 2011 Dec 28;6(12):e29382. doi: 10.1371/journal.pone.0029382
**Supplement:** Table S3 — BBCH scale for evaluation of plant development.

Supporting Information Table S3:

BBCH scale for Arabidopsis

**Number Stage**

1. 1. leaf unfolded
2. 2. leaf unfolded
3. 3. leaf unfolded
4. 4. leaf unfolded
5. 5. leaf unfolded
6. 6. leaf unfolded
7. 7. leaf unfolded
8. 8. leaf unfolded
9. 9. leaf and more unfolded
10. flower buds present, enclosed by leaves
11. flower buds visible from above
12. 1. internode of main inflorescence visible
13. flowers raised above youngest leaves
14. 1. petals visible, flowers still closed
15. 1. open flower
16. 2 to 5 open flowers
17. 1. flower with stile longer than petals
18. 2 to 5 flowers with stile longer than petals
19. 1. pod has reached final size
20. 2 to 5 pods have reached final size
21. > 5 pods have reached final size
22. style of 1. flower of axillary inflorescence longer than petals
23. 1. Pod of secondary inflorescence reached final size

# Supplementary material for: A Naturally Associated Rhizobacterium of Arabidopsis thaliana Induces a Starvation-Like Transcriptional Response while Promoting Growth
**Source:** PLoS One. 2011 Dec 28;6(12):e29382. doi: 10.1371/journal.pone.0029382
**Supplement:** Table S6 — List of genes that are down-regulated by P. sp. G62, but upregulated by sugar starvation.

Supporting Information Table S6: List of genes that are down-regulated by *P. sp*. G62, but upregulated by 3 h of sugar starvation (Osuna D, Usadel B, Morcuende R, Gibon Y, Blasing OE, et al. (2007) Temporal responses of transcripts, enzyme activities and metabolites after adding sucrose to carbon-deprived Arabidopsis seedlings. Plant Journal 49: 463-491.)

|  | **AGI** | **6h P. sp. G62** | **sugar starvation** | **Annotation** |
| --- | --- | --- | --- | --- |
| 258181_at | At3g21670 | -1,283942196 | 2,006219476 | Major facilitator superfamily protein |
| 264931_at | At1g60590 | -1,279155112 | 2,036824796 | Pectin lyase-like superfamily protein |
| 254835_s_at | At4g12310 At4g12320 | -1,194082977 | 1,271038071 | CYP706A5__cytochrome P450, family 706, subfamily A, polypeptide 5 |
| 245448_at | At4g16860 | -1,188169858 | 1,69201861 | RPP4__Disease resistance protein (TIR-NBS-LRR class) family |
| 258497_at | At3g02380 | -1,183465591 | 1,769651499 | ATCOL2_COL2__CONSTANS-like 2 |
| 262374_s_at | At1g72910 At1g72930 | -1,142696924 | 1,400803917 | Toll-Interleukin-Resistance (TIR) domain-containing protein |
| 266719_at | At2g46830 | -1,049577043 | 1,140416937 | CCA1__circadian clock associated 1 |
| 262882_at | At1g64900 | -1,013355875 | 1,882261984 | CYP89_CYP89A2__cytochrome P450, family 89, subfamily A, polypeptide 2 |
| 246998_at | At5g67370 | -1,003820652 | 1,298715912 | Protein of unknown function (DUF1230) |
| 263252_at | At2g31380 | -0,977506335 | 1,402029178 | STH__salt tolerance homologue |
| 245450_at | At4g16880 | -0,890428186 | 1,081578154 | Leucine-rich repeat (LRR) family protein |
| 259275_at | At3g01060 | -0,832612886 | 1,154615793 | unknown protein |
| 253835_at | At4g27820 | -0,818455159 | 1,505664301 | BGLU9__beta glucosidase 9 |
| 249774_at | At5g24150 | -0,811174001 | 2,095652006 | SQE5_SQP1__FAD/NAD(P)-binding oxidoreductase family protein |
| 256603_at | At3g28270 | -0,798274629 | 3,023796772 | Protein of unknown function (DUF677) |
| 260380_at | At1g73870 | -0,727945918 | 1,644431398 | B-box type zinc finger protein with CCT domain |
| 255088_at | At4g09350 | -0,723659681 | 1,319185973 | Chaperone DnaJ-domain superfamily protein |
| 255016_at | At4g10120 | -0,696329588 | 1,972636092 | ATSPS4F__Sucrose-phosphate synthase family protein |
| 245734_at | At1g73480 | -0,629808602 | 1,274972474 | alpha/beta-Hydrolases superfamily protein |
| 251727_at | At3g56290 | -0,626564375 | 1,52690578 | unknown protein |

How the deposited data were processed for this re-analysis (not part of the article)

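The arrays measured RNA of whole *Arabidopsis* Col-0 seedlings 6 h after their roots received *P. sp.* G62 or the MgSO4 solution without bacteria. Each group had 3 biological replicates, each a pool of 25 seedlings, on Affymetrix ATH1 arrays with 1 color. The authors corrected the background, normalized by quantiles and summarized the probes with RMA in ROBIN, so that each value is a log2 signal of 1 probe set. The paper's methods name a nested F-test with Benjamini-Hochberg correction. With 1 contrast of 2 groups this is the same as limma's moderated test of that contrast. The signals span about the same range in all arrays, with medians of 6.46, 6.40 and 6.39 in mock and 6.41, 6.44 and 6.43 in treated seedlings. The raw probe signals were not used here, so that RMA was not repeated.

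The log2 signals of all 22810 probe sets, 64 of them Affymetrix controls, were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, *P. sp.* G62 minus mock, no block). The standard errors given are those of this moderated fit, with 4.71 prior degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over all probe sets. Probe sets were called at an adjusted p under 0.05, and counted at 2-fold and at 1.5-fold as in the paper. No signal filter was used. A gene with several probe sets is given by the one with the highest mean signal, and a probe set that matches several loci names no single gene. The number of arrays limits the precision.

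Gene lists were written before the deposited signals were examined. The rule for naming genes, which refers to these lists, was written when values of Tables S2, S5 and S6 had been seen. The lists may therefore not be blind to these arrays, and tested members such as *MCCA* were already reported there. Of 47 lists, 25 had at least 3 members with a probe set of their own in the platform table and were tested by a 2-sided rank-sum permutation test with 100000 draws of random lists of the same size, which gives p-values of at least 1e-05. These were adjusted over the 25 lists. Because genes of a list vary together, limma's camera was run as well, with a preset correlation of 0.01 and with a correlation estimated from the arrays. Members of lists are counted as changed over all probe sets and when adjusted over the list alone. Their counts at an unadjusted p under 0.05 stand beside 3669 of all 22810 probe sets at that bound.

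Genes were named by a rule written before the data were examined, when the values of Tables S2, S5 and S6 had been seen. It takes every gene that the text or a figure names for the 6 h arrays and those of Tables S4 and S6, the 10 largest increases and 10 largest decreases among called probe sets whose groups did not overlap, and up to 4 members of each list by smallest adjusted p. Of 169 genes named this way, 100 were called. Names outside the rule are marked as chosen after their values were seen.

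Alternatives were eBayes with an intensity trend or robust to outlying probe sets, array weights, a second quantile normalization, centring each array on its median, leaving out the lowest 25% or the lower 50% of mean signals, the control probe sets or the probe sets of several loci, a replicate block, and leaving out each array in turn. For lists they were also the rank-sum test on the moderated statistic, all probe sets of a locus, probe sets of several loci kept, and camera. The fit was tested on simulated data with 22810 probe sets, 200 of them changed, in 10 simulations. It recovered 99.6% of the 2-fold and 86.3% of the 1.5-fold changes, with 6.05% false calls. In 40 simulations the list test called 2 lists without a shift and all 40 lists with a shift of 0.3. Noise was drawn independently for each probe set, with the SDs of the moderated fit. Genes that vary together and an array that deviates were not simulated, so these rates need not hold for the real arrays.

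The real-time RT-PCR, the sugar and growth measurements, the sugar starvation arrays and the survey of other arrays were not analysed here. The MapMan categories were not used here, and the lists stand for parts of them.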

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

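The tests of the low-oxygen genes and of the plastid-encoded transcripts were chosen only after the results they concern were seen.

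The control probe set for 25S ribosomal RNA, which the paper does not discuss, was higher with *P. sp.* G62 by a log2-fold change of 2.12 (standard error 0.37, adjusted p = 0.0256 by limma's test), with signals of 7.21, 8.57 and 8.49 in mock and 9.68, 10.22 and 10.72 in treated seedlings. The control for 5S ribosomal RNA did not pass (0.86, adjusted p = 0.571). If more RNA without a poly(A) tail had been carried into the labelling of the treated samples, plastid-encoded transcripts would rise by a similar amount. The median log2-fold change of 69 plastid-encoded probe sets was 0.083 (SD 0.205), with 53 higher and none called. This argues against a carry-over that raised all such RNA as much as the 25S signal. The plastid-encoded, 25S and 5S signals were all lowest in mock replicate 1 (9.82, 7.21 and 4.58), so a smaller or uneven carry-over was not excluded. No biological explanation was tested, and a source of the 25S signal stays open.

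Genes of the low-oxygen response, which the paper does not discuss, differed widely among the 3 treated pools. Of 50 listed genes, 11 whose values had not been seen when the list was written had a probe set of their own, and their median range over the treated arrays was 0.79 on the log2 scale. Random lists of 11 genes at like signal had a median range of 0.18 and at most 0.39 (permutation test, p = 1e-04, the smallest that the draws can give), and the range over the mock arrays was 0.28 (p = 0.367). The list was written after 14 other members had been seen, 13 of them highest in *P. sp.* G62 replicate 3. Genes of 1 response vary together, unlike genes drawn at random. The p-value thus describes these arrays and does not measure how far pools differ in general. An array of poor quality would spread other genes as much, which these random lists argue against. In *P. sp.* G62 replicate 3, 10 of the 11 genes were highest, consistent with low oxygen in some treated pools, but oxygen was not measured and what lowered it, if anything, stays open.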

How the results depend on the processing

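Leaving out mock replicate 3 and *P. sp.* G62 replicate 3 together was an alternative chosen after seeing the data. The 79 probe sets changed at least 2-fold kept their direction in every alternative that kept them in the fit, and no result reversed. For all 79 probe sets, the mock and treated signals did not overlap, so leaving out or weighting arrays cannot reverse the direction. Another eBayes setting, a filter or the replicate block leaves the log2-fold change as it was. For these alternatives the kept direction was fixed beforehand, and nothing is concluded from it. Of 3345 comparisons over the named genes and called list members, 2927 stayed on their side of the threshold, 367 lost and 51 gained the call. Of 348 for the gene lists, 333 stayed, 6 lost and 9 gained it.

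With 1 array left out, 24 to 66 probe sets were at least 2-fold higher (39 with all arrays) and 11 to 75 lower (40), 57 to 270 were at least 1.5-fold higher (202) and 22 to 261 lower (125). Of 169 named genes, 34 to 106 were called (100), of the list members 7 to 36 (24), and of the lists 4 to 9 (5). At 2-fold, higher or lower counts moved over 1.5 times without mock replicate 1 (22 lower), mock replicate 2 (24 higher, 17 lower), mock replicate 3 (66, 75), *P. sp.* G62 replicate 2 (24, 11) and *P. sp.* G62 replicate 3 (12 lower). At 1.5-fold they did so without mock replicate 1 (130 higher, 70 lower), mock replicate 2 (119, 42), mock replicate 3 (261 lower) and *P. sp.* G62 replicate 2 (57, 22) or 3 (88, 23). Named genes called fell to 43 without mock replicate 2, 34 without *P. sp.* G62 replicate 2 and 36 without *P. sp.* G62 replicate 3, and list members to 9, 7 and 7. Fewer arrays lower the power of a fit, but the counts were larger without mock replicate 3. That array had the lowest array weight (0.50). It lay 0.40 of the way to the treated arrays over the probe sets changed at least 2-fold without it, so leaving it out widened the group difference there. Why it lay there stays open. With both replicates 3 left out, 70 probe sets were at least 2-fold higher.

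Array weights, lowest for mock replicate 3 (0.50), gave 195 probe sets at least 1.5-fold lower, and the cause was not tested. Numbers of the replicates do not pair the samples: the correlation of the residuals of arrays with the same number was -0.21 to -0.08, and 0 arrays were closest to the array with their own number. With the replicate block, 133 probe sets were at least 1.5-fold higher, and 77 of the named genes were called. The other counts of these alternatives at 2-fold and 1.5-fold stayed within 1.5 times. But the 647 probe sets called at any fold change became 1070 with array weights and 257 with the replicate block. With 1 array left out, the count of 647 ranged from 79 (without *P. sp.* G62 replicate 2) to 1025 (without mock replicate 3). A second quantile normalization moved the share of higher probe sets among those changed at least 1.5-fold from 61.8% to 52.3%.

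A second quantile normalization gave 8 shifted lists and leaving out mock replicate 3 gave 9. With the correlation estimated from the arrays, camera gave 0 lists past the threshold, while with the preset correlation it gave 5. For aliphatic glucosinolate synthesis the estimated correlation was only 0.07, yet camera's adjusted p went from 4.46e-04 to 0.222. For sucrose synthesis it was -0.39, and the adjusted p still went from 0.0861 to 0.354. These losses therefore need not come from genes of a list varying together, and their cause was not tested. Root-enriched markers, not shifted with all arrays (adjusted p = 0.534), passed without mock replicate 3 (0.00125, in a range of 0.00125 to 0.852). With the lower 50% of mean signals left out, and so fewer probe sets tested, 954 probe sets of any fold change passed, against 647 with all. Which signals lie above background was not tested, so absent transcripts are not named.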

Differences from the paper's values

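Leaving out both replicates 3 was chosen after the data were seen, and the other tests here were not.

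For *TOC1*, the paper's Table S2 gives a log2-fold change of -1.19, while the probe set of At5g61380 gave 0.38 (adjusted p = 0.0772). Every alternative set before the data were examined gave a positive value for this gene, between 0.29 and 0.44, and so none is near the paper's. The line in Table S2 carries the loci At2g46670 and At2g46790, whose probe set gave -1.19 here. *TOC1* passed the test only as higher, with array weights (0.44, adjusted p = 0.0318) and with the lower 50% of signals left out (0.38, adjusted p = 0.0466). *CCA1*, the paper's other clock gene, was lower here as the paper states.

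The paper names *EXLA1* among cell wall genes that responded alike to the bacteria and to sugar starvation. It does not state that this gene passed a threshold. The log2-fold change of *EXLA1* was positive here (1.34) but did not pass limma's test (adjusted p = 0.132). It passed without mock replicate 3 (1.91, adjusted p = 0.00150) and with array weights (adjusted p = 0.0326), in a range of 0.00150 to 0.2996. It also passed with both replicates 3 left out (1.97, adjusted p = 0.0107), an alternative chosen after the data were seen. *EXPB1*, *EXPA8*, *XTR3*, *XTR7* and *XTR8* were called here as in the paper.

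The paper states from MapMan categories that photosynthetic light reaction genes were higher, and that sucrose synthesis, cell wall precursor synthesis, amino acid synthesis and sulfur assimilation were lower. The lists tested here are not those categories. Light reaction genes did not shift (median 0.03, adjusted p = 0.573, in a range of 0.460 to 0.783), nor did those of cell wall precursor synthesis (median -0.07, adjusted p = 0.631, in a range of 0.417 to 0.882). The paper also states that cell wall modification was lower in general, while neither expansins (adjusted p = 0.683) nor xyloglucan endotransglycosylases (adjusted p = 0.959) shifted here in any alternative. Sucrose synthesis had a negative median without passing (-0.14, adjusted p = 0.131, in a range of 0.0531 to 0.453). Amino acid synthesis (-0.07, adjusted p = 0.131) passed as lower with a second quantile normalization (0.0290) and without mock replicate 3 (0.00897), and sulfate assimilation (-0.17, adjusted p = 0.131) with a second quantile normalization (0.0432). The paper states that abscisic acid-regulated genes were affected, and the list of their markers did not shift (median 0.11, adjusted p = 0.631), nor did that of GRAM domain genes (median 0.14, adjusted p = 0.131) except with probe sets of several loci kept (0.0244). Glycolysis and the degradation of branched amino acids shifted here in the paper's directions, but neither passed with an estimated correlation (adjusted p = 0.529 and 0.222), nor did glycolysis without mock replicate 1 (0.213). The TCA cycle, which the paper states was not affected, did not pass (adjusted p = 0.101) except with a second quantile normalization (0.0290), with the lowest 25% of signals left out (0.0408) and without mock replicate 3 (0.00718).

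At the paper's thresholds, the paper's counts are 38 genes higher, 40 lower and 78 in all, against 39, 40 and 79 probe sets here. Leaving out the Affymetrix control probe sets gives 38 and 78. With each line of Table S2 matched by the locus printed in it, the *TOC1* line thus to the probe set of At2g46670 and At2g46790, all 78 log2-fold changes lay within 0.01 of those computed here, and 76 adjusted p-values within 1%. At2g30600 has 2 lines and 2 probe sets, which were matched by the nearest log2-fold change. So matched, the paper's adjusted p-values, 0.00814 and 0.00642, are exchanged against those computed here, 0.00642 and 0.00814.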

Other observations

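The tests of mock replicate 3 and of other splits of the arrays were chosen only after the results were seen.

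Autophagy genes were higher as a list. Of 18 listed genes, 11 had a probe set in the platform table, and all 11 had a positive log2-fold change, with a median of 0.23 (rank-sum permutation test, adjusted p = 8.33e-05, from the smallest p that the draws can give; adjusted p = 0.354 with an estimated correlation). None of the 11 passed limma's test, 4 were higher at an unadjusted p under 0.05, and 1, *APG8H* (At3g15580, 0.31, standard error 0.07, adjusted p = 0.0552), was higher when adjusted over the list alone. *APG8H* passed with an intensity trend (0.0270), array weights (0.0448) and the lower 50% of signals left out (0.0351), in a range of 0.0270 to 0.211. The list passed in every alternative except camera with the estimated correlation. The prediction, written before the data were examined, was that a sugar starvation response that includes autophagy would raise this list, and the median of 0.23 is consistent with it. Other causes of higher autophagy transcripts were not tested.

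Other predictions written before the data were examined concerned what else the seedlings may have sensed. As written, a median that is not positive counts against an explanation, and the medians for bacterial patterns and for iron met this. A stricter bound was used here, a median negative by more than the SD of the list, and by it none could be decided. The genes of both lists were few and went both ways. Recognition of bacterial patterns would raise genes of pattern-triggered immunity, but of 20 listed only 3 could be tested, with a median of -0.40 (SD 0.77, adjusted p = 0.543). They went both ways, with *WRKY53* (At4g23810) at -0.76 (adjusted p = 0.0485) and *WRKY22* (At4g01250) at 0.73 (adjusted p = 0.0864). *WRKY53* lost its call without mock replicate 2 or 3 (0.0996 and 0.0797) and *P. sp.* G62 replicate 1, 2 or 3 (0.118, 0.170 and 0.171). With all 6 arrays, *WRKY53* lost it after a second quantile normalization (0.0560), centring each array on its median (0.0540) and with the replicate block (0.0827). Its adjusted p ranged from 0.0150 to 0.171, or up to 0.217 with both replicates 3 left out, which was chosen after the data were seen. *WRKY22* passed without mock replicate 3 (0.0149), with array weights (0.0338) and with the lower 50% of signals left out (0.0495), in a range of 0.0149 to 0.279. Iron taken up by the bacterium would raise iron-deficiency genes, and 4 of 19 could be tested (median -0.021, SD 0.32, adjusted p = 0.660, 2 negative and 2 positive). Of these, At1g47400 was lower (-0.61, adjusted p = 0.0192), a call that ended without mock replicate 2 (0.0642) and *P. sp.* G62 replicate 1, 2 or 3 (0.0668, 0.0985 and 0.0676). Bacterial auxin would raise auxin-responsive genes, whose 9 tested members had a median of 0.031 (SD 0.29) and went both ways.

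Planned tests of green tissue, harvest hour and sulfur supply could not be run as planned. The light reaction list did not shift, no morning clock gene and 1 evening clock gene had a probe set in the platform table, and 2 sulfur-starvation markers had one. Other tested lists did not pass: the Calvin cycle (3 of 18 genes, median -0.11, adjusted p = 0.131, but 0.0446 without mock replicate 3, in a range of 0.0446 to 0.601), starch synthesis (3 of 16, -0.08, 0.361), root-enriched markers (6 of 20, -0.04, 0.534), the target genes of the qPCR (3 of 19, -1.04, 0.543) and its reference genes (3 of 5, -0.04, 0.990). None of the genes of the Calvin cycle, starch synthesis, root-enriched and reference gene lists changed according to limma, and none had an unadjusted p under 0.05.

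Mock replicate 3 lay partway to the treated arrays. Over the 141 probe sets changed at least 2-fold without it, its median share of the way was 0.40, against -0.32 and 0.00 for mock replicates 1 and 2 over those changed without them. *P. sp.* G62 replicate 1 lay 0.18 of the way to the mock arrays (62 of 71 probe sets toward them), and *P. sp.* G62 replicates 2 and 3 lay -0.07 and 0.03. A shift common to all genes would move the higher and the lower probe sets opposite ways along the response, but the smaller of their median shares was 0.36. The arrays had been normalized by quantiles, which takes out most of such a shift beforehand. This test could therefore hardly come out otherwise, and nothing is concluded from it. Material of treated seedlings mixed into that pool would give the same share for both sets on the unlogged scale. The shares were 0.243 (66 higher) and 0.596 (75 lower). Their difference of 0.353 had a 95% interval of 0.25 to 0.41 over resampled probe sets and was 0.30 to 0.38 against each pair of a single mock and a single treated array, which argues against such mixing as the whole cause where signals are proportional to transcript. This measure of spread was chosen after the shares were seen, and by the larger SD of single probe sets (0.424) the difference would be undecided. The 3 prime minus 5 prime signal of mock replicate 3 was the highest of the 6 arrays for GAPDH (1.50) and the lowest for actin (2.65), and whether RNA quality set this array apart was not tested. No biological explanation was tested, and a cause stays open.

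The real grouping gave 79 probe sets changed at least 2-fold, 1 of 10 splits of the arrays into 3 and 3, and the highest of the other splits gave 0. The splits are too few for a share under 0.05. A difference in RNA degradation between the groups would change the 3 prime minus 5 prime signal of the actin and GAPDH controls, and the group differences were -0.026 for actin, against a range of 0.20 in mock and 0.12 in treated arrays, and -0.0046 for GAPDH, against 0.69 and 0.18. This argues against a difference between the groups, but not against one between single arrays.

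Of the 25 probe sets at least 2-fold higher without passing the test, 20 were highest in *P. sp.* G62 replicate 3, and 8 belong to the list of low-oxygen genes. The values of these 8 had been seen when the list was written, so that this count tests nothing.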
